# A Novel Vitronectin Peptide Facilitates Differentiation of Oligodendrocytes from Human Pluripotent Stem Cells (Synthetic ECM for Oligodendrocyte Differentiation)

**DOI:** 10.3390/biology10121254

**Published:** 2021-12-01

**Authors:** Won Ung Park, Gyu-Bum Yeon, Myeong-Sang Yu, Hui-Gwan Goo, Su-Hee Hwang, Dokyun Na, Dae-Sung Kim

**Keywords:** oligodendrocytes, differentiation, hPSCs, vitronectin, transcriptomic analysis

## Abstract

**Simple Summary:**

Oligodendrocyte (OD) is a cell type of great interest in the regenerative medicine for several neurological diseases. This study provides a new defined coating material for the differentiation of ODs from human pluripotent stem cells. A new peptide named VNP2, designed by in silico simulation, can be readily produced in a large amount and stably immobilized on the bottom of culture vessel. Upon using for differentiation of ODs, VNP2 promoted the differentiation efficiency more than the conventional coating materials did. Furthermore, transcriptomic analysis revealed molecular clues for the differentiation promoting activity of VNP2. Therefore, this peptide may be used as a favored coating material for the culture and differentiation of ODs.

**Abstract:**

Differentiation of oligodendrocytes (ODs) presents a challenge in regenerative medicine due to their role in various neurological diseases associated with dysmyelination and demyelination. Here, we designed a peptide derived from vitronectin (VN) using in silico docking simulation and examined its use as a synthetic substrate to support the differentiation of ODs derived from human pluripotent stem cells. The designed peptide, named VNP2, promoted OD differentiation induced by the overexpression of SOX10 in OD precursor cells compared with Matrigel and full-length VN. ODs differentiated on VNP2 exhibited greater contact with axon-mimicking nanofibers than those differentiated on Matrigel. Transcriptomic analysis revealed that the genes associated with morphogenesis, cytoskeleton remodeling, and OD differentiation were upregulated in cells grown on VNP2 compared with cells grown on Matrigel. This new synthetic VN-derived peptide can be used to develop a culture environment for efficient OD differentiation.

## 1. Introduction

Oligodendrocyte is a cell type in the central nervous system (CNS) that is responsible for the myelination of axons. This electrically inert insulation on neuronal axons is critical for the rapid conduction of nerve impulses. Thus, impairment or loss of oligodendrocyte function can cause various neurological diseases, including multiple sclerosis [1], leukodystrophy [2], and spinal cord injury [3]. Given their pivotal role in the pathophysiology of these diseases and their relevance in cell replacement therapy, oligodendrocyte development and regeneration has been investigated extensively over recent decades. Studies of rodent embryos have identified key genetic factors, including Olig2, a basic helix-loop-helix transcription factor [4], and sex-determining region Y-box 10 (Sox10) [5], and their network is critical for fate determination, specification, and maturation of oligodendrocytes during CNS development [6]. In addition, membrane-bound molecules that are specifically present on oligodendrocytes and their precursor cells (oligodendrocyte precursor cells, OPCs), such as NG2 chondroitin sulfate proteoglycan, O4, and the component of the myelin sheath, including myelin basic protein (MBP), have been used to identify and isolate them [7]. Furthermore, recent studies on the differentiation of OPCs and/or oligodendrocytes from human pluripotent stem cells (hPSCs), such as embryonic stem cells (hESCs) and induced pluripotent stem cells (hiPSCs), have substantiated the role of the microenvironment in the proper development of oligodendrocyte [8].

The extracellular matrix (ECM) is a key element of the microenvironment that provides both physico-mechanical and biochemical cues, which influence the cells’ proliferation, migration, and differentiation [9]. ECM components, such as vitronectin (VN), laminin, and thrombospondin, have been shown to promote oligodendrocyte differentiation during mouse development [10]. Molecular studies have revealed that these matrices facilitate oligodendrocyte differentiation through the interaction of integrins containing the αV subunit with the lysine-glycine-aspartate (RGD) motif on these ECM molecules [10]. In vitro studies have demonstrated that VN or a VN-derived peptide could promote the differentiation of human ESCs into OPCs [11,12]. Although these results elaborate on the role of VN in OPC differentiation, the involvement of VN in the maturation of oligodendrocytes remains largely unknown, and the molecular mechanisms underlying the impact of VN on the differentiation and maturation of oligodendrocytes are still elusive.

In the present study, we demonstrated that a new peptide originating from VN facilitates oligodendrocyte differentiation from hPSCs. Using in silico docking simulation, we designed several peptides from the VN sequence that have shown to support attachment and long-term culture of hPSCs. We compared the differentiation-promoting activity of these peptides with that of other conventional ECMs by culturing hPSC-derived OPCs overexpressing SOX10 on matrix-coated culture dishes. As a result, a specific VN peptide, named VNP2, was shown to differentiate oligodendrocytes from hPSC-derived OPCs more efficiently than other matrices, including Matrigel and full-length VN itself. The oligodendrocytes generated on VNP2 exhibited more processes in contact with the axon-mimicking nanofibers than those on the control matrix. Transcriptomic analysis revealed that the gene sets associated with morphogenesis and cytoskeleton remodeling were differentially expressed in both VN and VNP2 with respect to Matrigel. Cultivation of OPCs on VNP2 induced the expression of unique genes that are potentially involved in the differentiation and survival of oligodendrocytes, reflecting the differentiation-promoting activity of VNP2, distinct from VN. Our results substantiated the value of VN-derived peptides on the functional maturation of OPCs to oligodendrocytes and provide a new synthetic substrate for the generation of oligodendrocytes for future biomedical applications.

## 2. Materials and Methods

### 2.1. Designing New Peptide Motifs from Vitronectin

To design integrin-binding peptides from VN, a docking simulation was conducted using Autodock Vina. The VN peptide (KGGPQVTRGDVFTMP) and the crystal structure of integrin α (PDB ID: 1m1x) were used as the original ligand and target receptor, respectively. A genetic algorithm was employed to design strongly binding VN-derived peptides. Briefly, a mutant library of 1000 VN-derivatives was generated by introducing random mutations within the original VN peptide. Their 3D structures were predicted using FoldX [13], and their binding affinities were estimated. The five top-ranked peptides were selected for the next round of selection and 995 new mutants were generated from these five peptides. This process was iterated three times and was sufficient to generate new peptides with higher binding affinities. Consequently, two peptides were identified with binding affinities of −8.0 kcal/mol (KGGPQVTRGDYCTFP) and −7.8 kcal/mol (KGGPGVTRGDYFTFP) and were named VNP1 and VNP2, respectively. The estimated binding affinity between the original VN peptide and its receptor, integrin α, was −6.2 kcal/mol. The two peptides were evaluated for oligodendrocyte differentiation.

### 2.2. Production and Coating of Engineered Peptides

We created recombinants of VN peptides fused with the mussel adhesive protein (MAP), as described elsewhere [14]. Briefly, DNA constructs were designed to encode the fusion protein of MAP with decapeptide repeats of fb-1 at each fb-5 terminus [15] and predicted peptide motifs of vitronectin, connected from the C-terminus of MAP. Production and purification of the recombinant proteins were performed following a procedure conventional for recombinant proteins, as previously described [14]. For efficient presentation of peptide motifs to the cells, the recombinant peptides were immobilized on the culture vessel using the peptide-acrylate surface coating process [16]. Before coating the culture plate or nanofiber (see below) with the purified peptides, we activated multi-well plates or chambers with nanofibers by treating them with a solution containing 10 mM 1-ethyl-3-dimethylaminopropyl carbodiimide (EDC) (*AK Scientific*, San Francisco, CA, USA) and 10 mM N-hydroxy succinimide (NHS) (*AK Scientific*) in 20 mM sodium acetate buffer (pH 6.5) at room temperature for 30 min. After this, 0.05 µg/mL peptide solution was added to the activated vessels and incubated at room temperature for 30 min. The culture vessels were then washed three times with distilled water, completely dried, and stored at room temperature prior to use.

### 2.3. Culturing and Differentiation of Human ESCs

In this study, we used two hPSC lines, an ESC line (WA09, commonly known as H9) obtained from WiCell (Madison, WI, USA) and an iPSC line that we previously established (NL1) [17]. The majority of the differentiation data in this study were obtained with the ESC line (H9), unless indicated otherwise. hPSCs were cultured in feeder-free medium (StemMACS^®^ iPS-Brew XF) (Miltenyi Biotec, Bergisch Gladbach, Germany) on a Matrigel^®^ hESC-qualified matrix (Corning, NY, USA). For OPC differentiation, we adopted the protocol previously reported by Fossati et al. [18], with minor modifications. Briefly, hPSCs were seeded on Matrigel-coated plates at a density of 2.5 × 10^4^ cells/cm^2^ and cultured in neural induction medium (Supplementary Table S1) supplemented with 100 nM retinoic acid (RA) (Millipore Sigma, Burlington, MA, USA) for 12 days. 250 nM LDN193189 (Selleck Chemicals, Houston, TX, USA) and 10 µM SB431542 (Millipore Sigma) were added to the culture for the first 8 days to facilitate induction of the neuroectoderm. 1 µM Smoothened agonist (SAG) (Millipore Sigma) was added to the medium from day 8 to day 12 to commit the cells to OPC differentiation. The cells at day 12 of differentiation, which we referred to as OPCs once we checked immunoreactivity against OLIG2, were expanded by multiple passages in the OPC medium (Supplementary Table S1). For oligodendrocyte differentiation, OPCs (at passage 3–5 before cryopreservation) were seeded at a density of 2.0 × 10^5^ cells/cm^2^ on a culture plate pre-coated with various matrices in OPC medium. One day later, the cells were infected with a lentivirus encoding SOX10 (Addgene, clone ID number 45843, Watertown, MA, USA) and a lentivirus of reverse tetracycline-controlled transactivator (*rtTA*) (Addgene, clone ID number 20342) for doxycycline (DOX)-induced SOX10 expression and incubated for 14–16 h. Viral vectors and packaging were constructed as described elsewhere [17]. After incubation with viruses, the culture medium was replenished with fresh medium containing 2.5 µg/mL (DOX), included in the media for the entire differentiation period. The cells were then cultured in oligodendrocyte maturation medium (Supplementary Table S1) for two weeks. To examine the ability to respond to the nanofiber, differentiating oligodendrocytes were transferred onto the nanofiber (Millipore Sigma) 5 days after DOX induction at a density of 2.0 × 10^5^ cells/well and cultured for 5 to 7 days. Nanofibers were pre-coated with either Matrigel (at 1/10 dilution) or VNP2 (0.05 µg/mL) followed by Matrigel (at 1/60~1/90 dilution) for better attachment.

### 2.4. Immunofluorescent Staining

For live staining, the cells were washed once with DMEM/F12 (Thermo Fisher Scientific, Waltham, MA, USA) at 10–12 days of differentiation and replenished with fresh oligodendrocyte maturation media containing primary antibodies (mouse anti-O4 antibody, 1:400, R&D Systems, Minneapolis, MN, USA; and rabbit anti-MBP antibody, 1:100, Millipore Sigma). The cells were incubated with primary antibodies for 1 h in a CO_2_ incubator. After washing with DMEM/F12, secondary antibodies conjugated to the appropriate fluorescent dye (anti-rabbit Alex Fluor^®^ 568 or anti-mouse Alex Fluor^®^ 568, both from Thermo Fisher Scientific) were added and incubated for 30 min in a CO_2_ incubator. The cells were then washed with DMEM/F12 and replenished with fresh culture medium. Images of positive cells were captured using a fluorescence microscope (IX72; Olympus, Tokyo, Japan) equipped with a digital camera (DP72, Olympus). To obtain high-quality images, the cells on substrate-coated culture plates were transferred onto glass coverslips coated with the corresponding substrate. A day later, the samples were fixed with 4% paraformaldehyde (PFA)-phosphate buffered saline (PBS) solution for 10 min and mounted on glass slides using VECTASHIELD^®^ mounting medium containing 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI) (Vector Laboratories, Burlingame, CA, USA).

For general immunocytochemistry, the cells were fixed with 4% PFA-PBS solution for 10 min and permeabilized by treatment with 0.1% Triton X-100 in PBS for 10 min. The permeabilization step was omitted when targeting membrane-bound molecules. After blocking with 2% bovine serum albumin-PBS solution at room temperature for 1 h, the samples were incubated with primary antibodies overnight at 4 °C. The antibodies used in this study were: NESTIN (1: 200, Millipore Sigma), A2B5 (1:200, Millipore Sigma), NG2 (1:100, Millipore Sigma), NKX2.2 (1:200, DSHB, Iowa City, IA, USA), OLIG2 (1:100, R&D systems), O4 (1:400, R&D Systems), cleaved caspase-3 (1:4000, Cell Signaling, Danvers, MA, USA), Ki67 (1:2000, Leica Biosystems, Wetzlar, Germany), and MBP (1:100, Millipore Sigma). Unbound antibodies were washed away with PBS, and then secondary antibodies conjugated to a fluorescent dye were bound at room temperature for 1 h. After intensive washing, the samples were mounted on glass slides using mounting solution and cell images captured as described above.

### 2.5. Isolation of RNA and Quantitative Reverse Transcription Polymerase Chain Reaction (RT-PCR)

Total RNA was isolated using TRIzol ^®^ reagent (Thermo Fisher Scientific) following the manufacturer’s instructions. cDNA was synthesized from 1 µg of total RNA using PrimeScript^TM^ RT Master Mix (Takara, Japan). Real-time PCR for quantitative analysis of gene expression was conducted using Power SYBR^®^ Green PCR Master Mix (Thermo Fisher Scientific) and StepOnePlus^®^ real-time PCR system (Thermo Fisher Scientific). Expression values of specific markers were normalized to those of β-actin, and then the normalized expression was compared with expression in the control sample. The primer sequences used in this study are listed in Supplementary Table S2.

### 2.6. Acquisition and Analysis of RNAseq Data

Total RNA was isolated as described above and submitted to MACROGEN, Korea, for paired-end sequencing, with the aim of generating over 60 million reads. Adapter sequences were trimmed using TrimGalore [19], and transcript quantification was performed using Salmon [20], using the reference transcript GENCODEv32. To identify differentially expressed genes (DEGs), transcript abundance estimates were imported into DESeq2 [21] using tximport [22] for differential gene analysis. Differentially expressed genes are categorized using DEGreport (1.26.0) [23]. A correlation plot was generated using ggplot2 (v3.3.0) and a heatmap was generated using pheatmap (v1.0.12). Gene ontology analysis and protein-protein interaction (PPI) analysis was performed using Metascape [24].

### 2.7. Statistical Analysis

Relative expression levels are expressed as mean ± standard error of the mean. All experiments were performed at least three times to compute statistical significance. Experimental data were analyzed using Student’s *t*-test or one-way analysis of variance (ANOVA) for more than two experimental groups. Differences were considered statistically significant at a *p*-value < 0.05.

## 3. Results

### 3.1. Prediction and Identification of Novel Peptide Motifs from VN

An initial library of 1000 VN-derived mutants was generated by introducing random mutations into the VN peptide, but not in the RGD motif. The peptides in the library were then simulated to estimate their binding affinities to the binding pocket of integrin using Autodock Vina [25]. Five peptides with the strongest affinities were selected, and new mutations were introduced into these selected peptides to generate another library of 995 mutant peptides. After three rounds of mutation introduction and selection, the top two mutant peptides, KGGPQVT**RGD**YCTFP (−8.0 kcal/mol, VNP1) and KGGPGVT**RGD**YFTFP (−7.8 kcal/mol, VNP2) were selected. The RGD motif is shown in bold and amino acid residues different from the original VN peptide that were reported to efficiently support hPSC maintenance (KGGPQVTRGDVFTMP) [16] are underlined. The predicted 3D structures of the two mutant peptides and the original VN peptide are shown in Figure 1. The two designed peptides were experimentally evaluated for their oligodendrocyte differentiation capabilities.

### 3.2. Differentiation of OPCs from hPSCs

To generate a cell source for evaluating the designed peptides for oligodendrocyte differentiation, we established a method for generating OPCs from hPSCs. hESCs (H9) were differentiated into OPCs using a previously described method [18]. On day 12 of differentiation, the cells became confluent and exhibited a columnar shape with strong immunoreactivity for NESTIN (Figure 2A), indicating that the culture contained mostly neural progenitors. To determine whether the differentiated cells retained the characteristics of OPCs, immunocytochemical analysis using antibodies against various OPC markers including OLIG2, A2B5, and NG2, was performed. Quantitative analysis revealed that 65.44% ± 2.80%, 43.58% ± 2.84%, and 22.26% ± 3.18% among total cells were positive for OLIG2, A2B5, and NG2, respectively (Figure 2B–D), demonstrating that a substantial number of cells in the culture were induced into OPCs. Quantitative RT-PCR analysis also revealed a notable upregulation of OPC marker genes (*OLIG2* and *PDGFR-α*) with a concomitant downregulation of *NANOG*, a pluripotency marker (Figure 2E). We were also able to differentiate OLIG2-positive OPCs from hiPSCs at comparable efficiency (Supplementary Figure S1).

Next, we examined whether the resulting OPCs were expandable through multiple passages. In the OPC medium (Supplementary Table S1), the cells were stably expanded for 5–6 passages by enzymatic dissociation accompanied by ROCK inhibitor treatment. Furthermore, the OPCs were expandable for 5–6 passages after freezing and thawing. Expression of OPC markers was not significantly altered, except for *OLIG2* (Figure 2G,H), even with significant upregulation of *PDGFR-α* and *SOX10* five passages after the freeze-thaw cycle (see passage 6 vs. passage 11 in Figure 2I), indicating that the cells are proliferative while maintaining their characteristics as OPCs. Since these cells could be obtained in large amounts by multiple passaging, we used them as a cell source to test the ability of VN-derived peptides to support the differentiation of oligodendrocytes.

### 3.3. Differentiation of OPCs into Oligodendrocytes through Forced Expression of SOX10

Differentiation of OPCs into oligodendrocytes is a lengthy process. During embryonic development in mice, Olig2-positive OPCs appear at the early stages of the ventral spinal cord and the ventral forebrain formation and maintain their immature state until birth, whereas maturation for myelination mainly occurs postnatally in response to the activity of neuronal circuit [26,27,28]. Such long periods have also been witnessed in previous in vitro oligodendrocyte differentiation studies: protocols took months to generate mature oligodendrocytes from hPSCs and often required multiple culture steps with long-term OPC expansion in suspension [29,30]. This long culture period makes such protocols inappropriate for use as a platform for studying developmental mechanisms, especially for the impact of ECM molecules on the maturation of oligodendrocytes. A recent seminal study tackled this issue by providing a rapid differentiation strategy, in which the forced expression of SOX10 in OPCs generated MBP-positive oligodendrocytes within 3 weeks [31]. Since this approach induces maturation of OPCs while they are adhered to the culture dish, we adopted this method to examine the effect of VN-derived peptides on the maturation of OPCs into oligodendrocytes (Figure 3A).

We introduced SOX10 in OPCs using a DOX-inducible lentiviral system [17]. To optimize gene transduction, various titers of EGFP-lentivirus were infected. As shown in Supplementary Figure S2, a higher multiplicity of infection (MOI) (>4) was efficient in delivering the transgene, but resulted in significant cell death; thus, we determined to use an MOI of 2. We verified the reliability of SOX10-mediated differentiation of OPCs on Matrigel-coated culture dishes. Once DOX was added, the expression of *SOX10* rapidly increased while the levels of *OLIG2* and *PDGFRα* expression progressively declined over the course of differentiation (Figure 3B–D). Inversely, transcription levels of oligodendrocyte markers such as *CNPase*, *MBP*, and *MAG* gradually increased (Figure 3E–G). When examined by live staining with antibodies against O4 and MBP after DOX treatment on days 10–12, numerous cells were found to be positive for these markers with a typical morphology of oligodendrocytes (Figure 3H,I). This result confirms the reliability of the differentiation method for testing various substrates.

### 3.4. Screening of Various Substrates for Oligodendrocyte Differentiation

We tested Matrigel, recombinant VN (50 µg/mL), commercially available VN-derived peptide (VN XF^®^ from STEMCELL Technologies), VNP1, and VNP2 to determine whether these ECM molecules support oligodendrocyte differentiation from hPSC-derived OPCs. Another VN-derived peptide (VNm) was also included in the list because we have previously shown that it can support stable adherence and long-term culture of hPSCs [32]. OPCs were seeded on various matrices at the same density and induced to differentiate through SOX10 overexpression. Quantitative gene expression analysis performed 2 days post-treatment with DOX revealed that *SOX10* expression level was not significantly different across the experimental groups (Supplementary Figure S3). Ten days later, small, and oval-shaped cell bodies with multiple processes were observed on all ECMs. Live staining revealed that the cells with such morphology exhibited immunoreactivity for O4, and occasionally for MBP, in all test groups (Figure 4A–F). Quantitative analysis revealed that 3.09% ± 0.40%, 3.68% ± 0.38%, 2.94% ± 0.39%, 3.30% ± 0.30%, 2.83% ± 0.25% of the total cells were positive for O4 on Matrigel, full-length vitronectin, VN XF^®^, VNP1, and VNm, respectively (Figure 4G). The differentiation efficiency was not significantly different across the groups. However, significantly more O4-positive cells (5.70% ± 0.84% of total) were detected on VNP2 than on Matrigel (Figure 4G). In the quantification of MBP-positive cells, more MBP-positive cells were detected when differentiated on VN or VN-derived peptides than on Matrigel (Figure 4H). Although the difference was not statistically significant, this result was consistent with previous findings that VN promotes oligodendrocyte differentiation [11]. More importantly, we observed a significantly higher number of MBP-positive cells on VNP2 than on Matrigel (3.2 folds, *p* = 0.015, one-way ANOVA, Tukey’s *post-hoc* test) (Figure 4H). Significant differences were also observed when the number of MBP-positive cells was compared between the VNP2 and full-length VN groups (*p* = 0.047, one-way ANOVA, Tukey’s *post-hoc* test) (Figure 4H). Significantly higher number of MBP-positive cells was also obtained on VNP2 than on Matrigel when hiPSC-derived OPCs were differentiated (Supplementary Figure S4), verifying the effectiveness of VNP2 on oligodendrocyte differentiation. To exclude the possibility that VNP2 facilitates oligodendrocyte differentiation by selectively attaching OPCs or inducing cell death in non-OPCs, we assessed cell attachment to VNP2 and Matrigel. As shown in Supplementary Figure S5, the number of OLIG2-positive cells examined 2 days after seeding was not significantly different between the two groups. In addition, immunostaining for Ki67 (a cell proliferation marker) and cleaved caspase-3 (an apoptotic marker) revealed that VNP2 neither selectively proliferated OPCs nor induced cell death compared with Matrigel (Supplementary Figure S5D–I). These results were further supported by a colorimetric assay (CCK-8 assay) that examined cell proliferation and cytotoxicity at various concentrations of VNP2 and Matrigel (Supplementary Figure S6). Our result suggests that the facilitated differentiation of oligodendrocytes on VNP2 was not a result of selective attachment, proliferation, or survival effect.

### 3.5. Differentiation of Oligodendrocytes on Nanofibers Coated with Matrigel or VNP2

The cell-free electrospun nanofiber is an excellent system for testing the functionality of oligodendrocytes, in which seeded oligodendrocytes align their processes along the length of nanofibers and ensheath them, mimicking in vivo axonal myelination [33]. Taking advantage of its convenience in testing the functionality of oligodendrocytes, we examined how differently oligodendrocytes behave on nanofibers with different coatings. We differentiated OPCs on either Matrigel or VNP2-coated plates for 5~6 days and transferred them to nanofibers coated with the corresponding substrates. Immunocytochemical staining performed 5 days after transfer showed that O4 and MBP double-positive cells were positioned between nanofibers and extended their processes toward them (Figure 5A). Quantification of the total number of processes did not reveal a significant difference between Matrigel and VNP2 (Figure 5B). However, when the percentage of processes overlapping nanofibers per O4-positive cells (indicated by arrowheads in Figure 5A) was measured, we observed that the cells on VNP2 had more nanofiber-contacting processes than those on Matrigel (Figure 5C). Consistently, when the angle of process with respect to the direction of nanofibers was examined (Figure 5D), we found that the cells on VNP2 had more processes that made acuter angles (0–30°) with nanofibers than those on Matrigel (Figure 5E). Although we did not obtain direct evidence for the ensheathment of nanofibers by oligodendrocytes, this result shows that oligodendrocytes on VNP2-coating were more intimately engaged with nanofibers that provide biophysical cues for ensheathment than those on Matrigel. Thus, our results suggest that VNP2 not only improves the differentiation efficiency of oligodendrocytes, but also facilitates the ability of cells to connect with a biophysical cue mimicking neuronal axons.

### 3.6. Differential Gene Expression in OPCs Differentiated on Different Matrices

To gain insight into the molecular mechanism underlying VNP2 function in oligodendrocyte differentiation, comparative analysis was performed using transcriptomic data (RNAseq) obtained from OPCs grown on either VNP2, VN, or Matrigel for two days without SOX10 overexpression. 

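The cells were oligodendrocyte progenitor cells (OPCs) made from H9, an established human embryonic stem cell line, without forced expression of SOX10. After 2 days on Matrigel, on VN or on VNP2, polyadenylated RNA was sequenced as stranded paired-end libraries. The 8 libraries used here were Matrigel replicates 2 and 3 and 3 replicates each from VN and VNP2. The legend of Figure 6 gives every substrate 3 samples, whereas Figures 6A and S7A, read by eye, show 2 from Matrigel. Whether a further Matrigel sample was sequenced cannot be told, and none was analysed here. The authors trimmed the reads with TrimGalore, estimated transcript abundances with Salmon on the GENCODE v32 transcripts, and passed these to DESeq2 through tximport. Salmon's estimated counts, which count a read pair once, added up to 39429453 and 39053569 on Matrigel, 38750021, 38460358 and 37997896 on VN, and 39307541, 38761915 and 39067480 on VNP2. Counted as 2 reads per pair, their median amounts to 77.8 M mapped reads, where the paper aimed for over 60 M reads. If the paper meant pairs, the mapped pairs of every library lay below that aim. All values below use the estimated counts. The counts were summed over the transcripts of each gene with an offset for transcript length, and 18201 genes were tested in 1 edgeR model of all 8 samples. Normalized counts are these counts after division by library size and length offset, and their spread is given as the SD between replicates. Unless another limit is named, a gene is called changed at a Benjamini-Hochberg adjusted two-sided p under 0.05. An approximate standard error (SE) was derived from each log2 fold change and its F statistic. With only 2 libraries, the spread on Matrigel is the least certain of the 3. Genes were assigned with GENCODE v29, an older release than the authors', and for 484 of 500 named genes the mean lay within 5% of the mean in the authors' normalized table. For the others the limit is stated where the gene is named. Each library was treated as a separate sample. The median chi-square per gene between replicates was at its lowest 0.834, between the Matrigel libraries, where sampling noise alone gives 0.455. VN replicate 1 stood apart, with 3.82 and 4.66 against the other VN libraries, which had 0.845 between them.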

SOX10 overexpression was excluded because it could have a more marked impact on global gene expression than the effect of matrices. We included VN because, despite the differentiation-promoting effect of VN on oligodendrocyte differentiation, its molecular mechanism has not yet been elucidated [11]. Principal component analysis (PCA) results showed clear clustering of the samples with respect to the substrate used (Figure 6A), indicating sufficient reliability of the transcriptomic data for further analysis and different impacts of each substrate on the transcriptome. 

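On the 500 genes that varied most on the log2 CPM scale (counts scaled by library size), 40.2% of the total variation lay between the substrates (n = 2 Matrigel, 3 VN and 3 VNP2 libraries). Of the 560 ways to assign 8 libraries to groups of these sizes, 2 gave as large a share (exact permutation test, one-sided, p = 0.00357), which is the smallest p this design can give. PC1 held 24.7% and PC2 16.2% of the variance. These shares depended most on the scale: after the variance stabilizing transformation of DESeq2 the substrates held 84.1%, with 70.2% on PC1 and 14.3% on PC2. The genes picked by that transformation had a median normalized count of 1014, against 16.6 for those picked on the log2 scale.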

The heat map for the expression of the cell fate-related genes demonstrated a clear upregulation of OPC marker genes with a downregulation of genes involved in the other neural fates (i.e., neurons and astrocytes) as well as pluripotency in all groups (Supplementary Figure S7A), verifying that the cell culture was indeed enriched in OPCs.

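Mean normalized counts (Matrigel, VN, VNP2; n = 2, 3 and 3) of further OPC markers in Figure S7A were 514, 584 and 645 for PDGFRA, 1973, 2549 and 3008 for RTN1, and 377, 436 and 556 for FGF12. SOX6 had 1042, 987 and 815, with the limit that it held 0.516 of its counts in the authors' table. Among the pluripotent stem cell markers, NANOG had 16.9, 15.8 and 17.8, GDF3 28.2, 17.5 and 21.4, and POU5F1 125, 153 and 51.9. The neuron marker RBFOX3 had 15.2, 11.1 and 17.0, and the astrocyte marker ALDH1L1 11.1, 10.4 and 10.2. GRIN1, GFAP and AQP4 had 47, 42 and 27 estimated counts over all 8 libraries and were too low to test. SYN1, a neuron marker of that figure, reached 179, 329.6 and 307, and its log2 fold changes from Matrigel were 0.86 (SE 0.216) on VN and 0.78 (SE 0.214) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0228 and 0.0321), and the call on VNP2 was lost in 2 of the fits without one VNP2 library. Normalized counts were not corrected for differences in length between genes, so they rank genes only roughly. No undifferentiated cells were in the comparison.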

Next, DEGs with a likelihood ratio test (LRT) (p_adj_ < 0.05) were identified across the three substrates. 

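With edgeR's quasi-likelihood F-test of all 3 substrates together, 3518 of the 18201 genes were changed after Benjamini-Hochberg adjustment (n = 2, 3 and 3), and 6116 had an unadjusted p under 0.05. No gene was called in any of 20 simulations of unchanged groups with the same dispersions and group sizes, where 888 genes on average had an unadjusted p under 0.05. The number depended most on the size of the change asked for: 1152 genes were also changed at least 1.5-fold. Fits that each left out one VN or VNP2 library called 2651 to 4975, the most without VN replicate 1.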

The DEGs were grouped based on their expression patterns using DEGreport package (Figure 6B). 

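Ordered by group mean, 1731 of the 3518 changed genes were highest on Matrigel and 1283 lowest on Matrigel (n = 2, 3 and 3). Another 206 were highest on VN and lowest on VNP2, and 298 the reverse. Fits that each left out one VN or VNP2 library gave 111 to 343 and 211 to 551 for these smaller patterns. The pair of patterns with Matrigel at one end held 3014 genes, or 85.7% (exact binomial 95% confidence interval 84.5 to 86.8%, which treats genes as independent). Among all tested genes 76.5% had Matrigel at one end, and 70.5% (69.7 to 71.4%) did so over 20 simulations of unchanged groups, since the substrate with the fewest libraries is more often extreme. Matching each changed gene to the nearest of the 4 profiles drawn in Figure 6B moved this share most, to 76.04%.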

Although four clusters were identified, the two largest groups (group 1 and 2) accounted for 85% (1562 and 1132 genes) of the DEGs. This indicates that VN and VNP2 share a similar gene expression profile compared with Matrigel. 

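The log2 fold changes from Matrigel on VN and on VNP2 correlated across genes at r = 0.686 (n = 2 Matrigel, 3 VN and 3 VNP2 libraries), and at 0.732 over the genes changed across the 3 substrates. The same Matrigel libraries enter both fold changes, which alone yields a correlation: in 20 simulations without any change it averaged 0.608 (0.595 to 0.622) over all genes and 0.611 (0.587 to 0.640) over as many top genes. With a separate Matrigel library for each fold change, a check chosen after the values were seen, r was 0.349 or 0.373 over all genes and 0.766 or 0.755 over the changed genes. From the share of differentially expressed genes in groups 1 and 2, the paper concludes that VN and VNP2 give similar profiles relative to Matrigel. It then proposes that the genes of group 2 underlie the effects common to VN and VNP2, and that genes higher on VNP2 than on VN, among them regulators of FGF receptor signaling, underlie the stronger effect of VNP2.

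**Figure D1:**
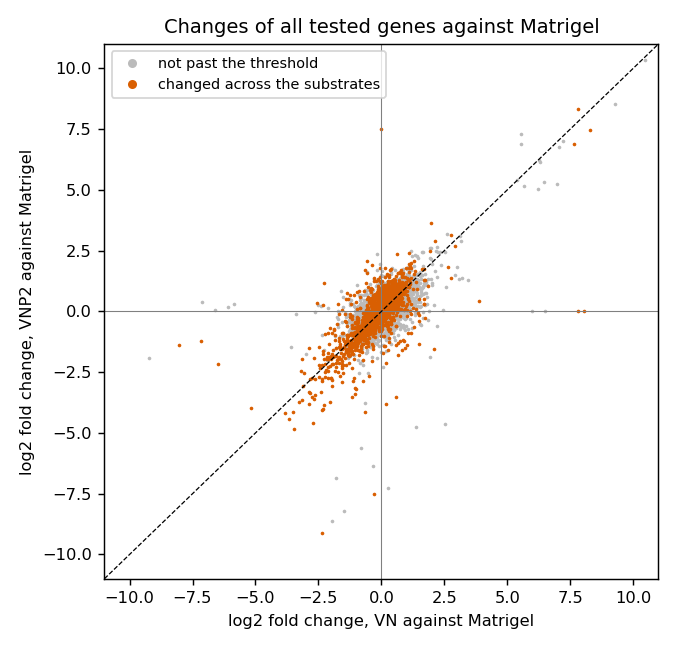
Log2 fold changes from Matrigel on VN and on VNP2 for 18201 genes, with the genes changed across the 3 substrates in colour and the others in grey. The shared Matrigel libraries add to the correlation.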

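On VN, 1031 genes were higher and 1747 lower than on Matrigel (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05; n = 3 and 2). On VNP2 it was 1354 and 1662. The imbalance on VN depended on GC content and transcript length. With a trend on these removed, a setting chosen after the data were seen, 1357 genes were higher and 1603 lower on VN, and 1585 and 1695 on VNP2. Among the largest rises by the rule for named genes were LRRTM3, with log2 fold changes of 1.18 (SE 0.163) on VN and 1.99 (SE 0.161) on VNP2, and INSM2, with 1.16 (SE 0.118) and 1.35 (SE 0.117). SHISA6 rose by 1.75 (SE 0.0768) and SLCO2A1 by 1.72 (SE 0.0936) on VNP2, and RAB27B by 1.495 (SE 0.226) on VN. CYP27C1 had log2 fold changes of 2.35 and 2.45, but it had no counts in Matrigel replicate 2, was not called across the 3 substrates, was not called by DESeq2, and here held 0.219 of its counts in the authors' table. SMARCA5-AS1, an antisense transcript, rose by 1.68 (SE 0.421) on VN and lost its call in 2 of the fits without one VN library. The libraries of the substrates did not overlap for 8080 tested genes on VN and 8746 on VNP2, where 20% of genes would be without overlap by chance; of the called genes this held for 2776 and 3015.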

Of the groups, the genes upregulated in VN and VNP2 versus Matrigel (group 2 in the red box in Figure 6B) stood out, which may explain the different effects of VN and VNP2 on oligodendrocyte differentiation from Matrigel. Moreover, group 2 included transcription factors essential for oligodendrocyte differentiation, such as *OLIG1*, *OLIG2*, and *NKX2.2* (Supplementary Figure S7B–D). It should also be noted that the expression of *OLIG1* and *NKX2.2* was highest in VNP2. Therefore, we performed Gene Ontology (GO) enrichment analysis (Supplementary Figure S8) and protein–protein interaction (PPI) network analysis (Figure 6C) with the DEGs belonging to group 2. 

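Log2 fold changes from Matrigel were 0.30 (SE 0.0585) on VN and 0.41 (SE 0.0583) on VNP2 for OLIG1 (ENSG00000184221, chr21:33070144–33072420), with adjusted p = 0.00744 and 0.000834 (edgeR quasi-likelihood test, Benjamini-Hochberg; n = 2 Matrigel, 3 VN and 3 VNP2 libraries). For OLIG2 (ENSG00000205927, chr21:33025845–33029196) they were 0.31 (SE 0.0528) and 0.23 (SE 0.0528), with Benjamini-Hochberg adjusted p = 0.00363 and 0.0133 in edgeR. For NKX2-2 (ENSG00000125820, chr20:21511010–21514026), the NKX2.2 of the paper, they were 0.079 (SE 0.0655) and 0.34 (SE 0.0651), with Benjamini-Hochberg adjusted p = 0.462 and 0.00468 in edgeR, so the rise on VN was not past the threshold. Tested across the 3 substrates together, OLIG1, OLIG2 and NKX2-2 were each changed and lowest on Matrigel, as group 2 requires. The 7 OPC markers of Figure S7A, which the paper chose on these samples and which are therefore not independent evidence, had median log2 fold changes of 0.21 on VN and 0.34 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.00335 and 0.000272; 4 and 7 genes called adjusted over the list alone). Of the 7 called on VNP2, 6 were higher and 1, SOX6, was lower. List tests depended most on the correlation between genes: of 46 list tests past the threshold, 17 stayed past it when that correlation was estimated from the 8 libraries in place of the preset 0.01.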

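Mean normalized counts of OLIG1 were 1524 ± 19.8 on Matrigel (n = 2), 1871 ± 101 on VN and 2019.5 ± 78.8 on VNP2 (n = 3 each). The VN and VNP2 libraries overlapped, since VN replicate 1 (1984) lay above VNP2 replicate 2 (1962). NKX2-2 had 598 ± 25.0, 632 ± 9.96 and 759 ± 29.2, and every VNP2 library lay above every VN library. OLIG2 was highest on VN, with 1704 ± 87.2, 2106 ± 5.75 and 1999.9 ± 82.5 in the same order.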

The results revealed that genes involved in cell cycle (MCODE1) and development (MCODE2) were highly enriched within the DEGs in group 2 (Figure 6C), which is in agreement with previous results showing molecular signature changes during rodent OPC differentiation from neonatal to postnatal stages [34]. In addition, enrichment of genes associated with morphogenesis (MCODE6), and microtubule-based movement (MCODE4 and MCODE9) was noticeable. This result indicates that VN and VNP2 may induce expression of the genes required for drastic morphological changes. 

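Of all tested genes, 7.05% were changed and lowest on Matrigel. Fixed lists of cell cycle genes held 5 of 54 such genes for G2/M phase (Fisher's exact test, two-sided, p = 0.430) and 6 of 43 for S phase (p = 0.122). Neither was past 0.05 after Benjamini-Hochberg adjustment of the Fisher tests over all lists (adjusted p = 0.623 and 0.273). Ranked over all genes (n = 2 Matrigel, 3 VN and 3 VNP2 libraries), the S phase list had median log2 fold changes of 0.047 on VN and 0.057 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.0119 and 0.0113; 5 and 3 genes called adjusted over the list alone). Without length offsets neither was past the threshold. The G2/M list went opposite ways, with 0.084 on VN and −0.10 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.000476 and 3.57e-05; 13 and 18 genes called adjusted over the list alone). Metascape was not run, and its developmental cluster was not analysed here.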

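Among genes changed and lowest on Matrigel (n = 2 Matrigel, 3 VN and 3 VNP2 libraries), the fixed lists for movement on microtubules split. A list of motile cilia genes held 11 of 38 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.000242), and a list for cytoplasmic transport along microtubules 4 of 31 (adjusted p = 0.443 by the same test, Benjamini-Hochberg). The dyneins of the paper's Discussion were in this pattern 5 out of 5 (Benjamini-Hochberg adjusted Fisher's exact p = 2.50e-05); the paper chose them on these samples, so this is not independent evidence.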

The other interesting function enriched in the cells grown on VN or VNP2 compared with those grown on Matrigel was chloride channel (MCODE10) and glutamate receptor activity (MCODE11) (Figure 6C). It has recently been reported that chloride channels and glutamate receptors are involved in oligodendrocyte differentiation and myelination [35,36]. Consequently, VN and VNP2 are more able to upregulate the expression of genes favorable for oligodendrocyte differentiation and myelination in OPCs than in Matrigel.

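Of 31 chloride channel genes 22 were tested, and 6 of them were changed and lowest on Matrigel (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.0164; n = 2 Matrigel, 3 VN and 3 VNP2 libraries). Of 26 glutamate receptor genes 22 were tested, and 4 were in this pattern (adjusted p = 0.157 by the same test, Benjamini-Hochberg). Over all genes the chloride list had median log2 fold changes of 0.14 on VN and 0.20 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.0396 and 0.00252; 8 and 12 genes called adjusted over the list alone). On VN it was not past the threshold with DESeq2's statistics or without length offsets. The same held with a trend on GC content and length removed, a setting chosen after the data were seen (limma's camera, Benjamini-Hochberg adjusted p = 0.0842). The glutamate list had 0.17 and 0.36 (limma's camera, Benjamini-Hochberg adjusted p = 0.270 and 0.0169; 7 and 9 genes called adjusted over the list alone). On VNP2 it was not past the threshold with DESeq2's statistics or among genes with at least 50 counts in every sample.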

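Of 20 genes in a fixed oligodendrocyte lineage list 12 were tested, with median log2 fold changes from Matrigel of −0.072 on VN and −0.068 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.35 and 0.574; n = 2 Matrigel, 3 VN and 3 VNP2 libraries). Adjusted over the list alone, 4 and 6 genes were called. Its members went both ways, with 1 called higher and 3 lower on VN, and 2 higher and 4 lower on VNP2. ST18, changed across the substrates and lowest on Matrigel, had means of 338, 620 and 699 in the authors' table on Matrigel, VN and VNP2. MYRF fell by 0.87 (SE 0.143) on VN and 0.68 (SE 0.142) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00276 and 0.00841). MBP had 0.10 (SE 0.121) on VN and −0.41 (SE 0.122) on VNP2 (edgeR, Benjamini-Hochberg adjusted p = 0.623 and 0.0435), where the call was lost with the replicate block and in 3 of the fits that each left out one library, and CSPG4 0.24 (SE 0.137) and 0.66 (SE 0.136) (Benjamini-Hochberg adjusted p = 0.274 and 0.00732). Across the fits that each left out one library, CSPG4 ran from 0.0998 to 0.406 on VN and from 0.522 to 0.827 on VNP2. CNP, with mean normalized counts of 4643, 4532 and 4480.2 on Matrigel, VN and VNP2, was not called. SOX10, MAG and MOG had 20, 35 and 26 estimated counts over all 8 libraries and were too low to test.

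**Figure D2:**
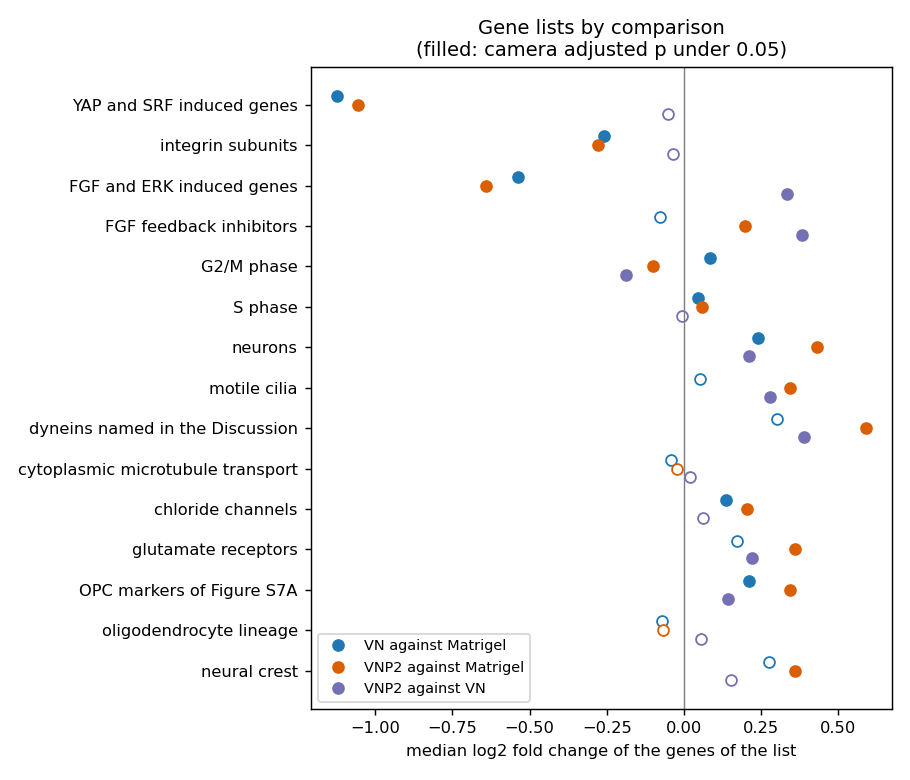
Log2 fold changes of the genes in fixed lists and in lists taken from the paper, for each pair of substrates. Medians of the cytoplasmic transport list lay near 0 and changed sign between settings.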

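Between VNP2 and VN, 563 genes were higher and 365 lower on VNP2, 928 in all (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05; n = 3 each), against 3600 with an unadjusted p under 0.05. Of the higher and the lower genes, 190 and 102 changed at least 1.5-fold. The libraries of the 2 substrates did not overlap for 4290 of the 18201 tested genes, where 10% of genes would be without overlap by chance, and for 927 of the 928. VN replicate 1 weighed most on the number: without it 1996 genes were called, and when one of the other VN or VNP2 libraries was left out, 547 to 651.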

To further investigate the difference between VN and VNP2 on the promotion of oligodendrocyte differentiation, DEGs were identified between VN and VNP2 (Figure 7A) and GO enrichment and PPI network analyses were performed (Figure 7B,C). 

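Among the largest falls from VN to VNP2 by the rule for named genes (n = 3 each) were ESRG, with a log2 fold change of −1.97 (SE 0.170), RAB27B, with −1.64 (SE 0.197), and POU5F1, with −1.56 (SE 0.182) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000117, 0.000882 and 0.000767). MYO5B had −1.21 (SE 0.0978) and a Benjamini-Hochberg adjusted p of 8.79e-05 in edgeR. ESYT2 had −1.23, but here it held 0.638 of its counts in the authors' table, and on that table its log2 fold change was 0.15 and not called. COL1A1, chosen after its values were seen, had 24749 normalized counts on Matrigel, 17049.9 on VN and 9341 on VNP2, with a log2 fold change between VN and VNP2 of −0.87 (SE 0.0603) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.27e-05).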

The downregulated genes (red dots in Figure 7A and red bars in Figure 7B) were involved in neural crest cell migration (GO:0001755), cellular response to growth factor stimulus (GO: 0071363 and GO: 0071364), and organization of extracellular components (GO: 0030198). In contrast, the upregulated genes in VNP2 were involved in the regulation of cell adhesion (GO: 0030155), cell-substrate adhesion (GO: 0031589), and cell morphogenesis involved in differentiation (GO: 0000904) (indicated by green lines in Figure 7B). 

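A fixed list of integrin subunits, 19 of 21 tested, had a median log2 fold change between VN and VNP2 of −0.035 (limma's camera, Benjamini-Hochberg adjusted p = 0.751; n = 3 each). In it 3 genes were called higher and 1 lower on VNP2, and 5 were called adjusted over the list alone. ITGA8 had a log2 fold change of 1.10 (SE 0.204), ITGA9 of 0.41 (SE 0.0553) and ITGB5 of 0.34 (SE 0.0555), and ITGA4 was the gene called lower, with −0.83 (SE 0.0957) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0111, 0.00184, 0.00536 and 0.000760). The laminin gene LAMA4 went from 931 ± 115 normalized counts on VN to 1908 ± 25.8 on VNP2, a log2 fold change of 1.04 (SE 0.0851) (edgeR, Benjamini-Hochberg adjusted p = 9.15e-05), with the limit that its means in the authors' table were 1053.7 and 1951.4, and limma on that table gave 0.890.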

A detailed list of the DEGs is presented in Supplementary Table S3. 

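All 165 genes of Table S3, of which 116 are higher and 49 lower on VNP2 in the paper, went the same way here, and 158 were called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05; n = 3 each). Their log2 fold changes correlated with those of the table at r = 0.9953, on the same samples. A further 134 genes changed at least 1.5-fold here are not in the table. Compared with Matrigel, 30 of the 116 genes higher on VNP2 were lower on VN and 10 higher, while on VNP2 84 were higher and 5 lower. Among the largest rises by the rule for named genes, SLC12A1 had a log2 fold change of 1.82 (SE 0.249), F5 of 1.70 (SE 0.111) and CD36 of 1.52 (SE 0.159) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00194, 2.94e-05 and 0.000433). PEDS1-UBE2V1, listed as TMEM189-UBE2V1, had 1.64, and as a readthrough it shares exons with the genes it spans. EPHB6 had 1.53, but here it held 0.351 of its counts in the authors' table and was not called on that table.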

In the PPI network analysis, the downregulated genes did not show any significant functional clusters. The clustered genes identified within the upregulated genes are shown in Figure 7C. The largest cluster identified was composed of proteins involved in the negative regulation of FGFR-mediated signaling. This is consistent with previous results, which showed that the inhibition of FGF signaling has a positive effect on oligodendrocyte differentiation [37]. Thus, negative regulation of FGFR-mediated signaling may be one of the potential mechanisms underlying the oligodendrocyte-promoting activity of VNP2 over VN. 

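The genes of MCODE1 had a median log2 fold change between VN and VNP2 of 0.87 (limma's camera, Benjamini-Hochberg adjusted p = 5.59e-24; n = 3 each), and 16 were called adjusted over the list alone. The paper chose them on these samples, so this is not independent evidence. A fixed list of 10 feedback inhibitors of FGF signaling, which shares 3 genes with Table S3, had 0.38 (limma's camera, Benjamini-Hochberg adjusted p = 2.81e-13), with 9 called adjusted over the list alone. SPRY1 rose by 0.67 (SE 0.0493), SPRY2 by 0.69 (SE 0.0506) and SPRY4 by 0.77 (SE 0.0653) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.43e-05, 5.43e-05 and 0.000112), where SPRY1 here held 0.944 of its counts in the authors' table. ETV5 rose by 0.61 (SE 0.0434) (edgeR, Benjamini-Hochberg adjusted p = 4.52e-05).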

We also found supporting evidence in the literature on the association among the proteins included in the clusters with oligodendrocyte differentiation. Specifically, secreted phosphoprotein 1 (SPP1) in MCODE3 is a glycoprotein that influences the proliferation, differentiation, and survival of multiple cell types, including Schwann cells [38]. 

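Normalized counts of SPP1 (ENSG00000118785, chr4:87975650–87983426) were 1463 ± 8.35 on Matrigel (n = 2), 985 ± 88.1 on VN and 1568 ± 78.8 on VNP2 (n = 3 each). The log2 fold change between VN and VNP2 was 0.67 (SE 0.0676) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000341). Compared with Matrigel, SPP1 was lower on VN, at −0.57 (SE 0.0749), and not called on VNP2, at 0.10 (SE 0.0741) (Benjamini-Hochberg adjusted p = 0.000623 and 0.425 in edgeR).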

Insulin-like growth factor-2 (IGF-2) in MCODE4 protects oligodendrocytes from cell death via neuroinflammation [39]. 

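IGF2 (ENSG00000167244, chr11:2129112–2149603) had 33735 ± 1637 normalized counts on Matrigel (n = 2), 23541 ± 929 on VN and 36969 ± 1759.8 on VNP2 (n = 3 each), with a log2 fold change between VN and VNP2 of 0.65 (SE 0.0440) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.91e-05). From Matrigel, it fell by 0.52 (SE 0.0486) on VN (edgeR, Benjamini-Hochberg adjusted p = 6.27e-05). On VNP2 the change of 0.13 (SE 0.0491) depended on the setting: it was not called in edgeR (Benjamini-Hochberg adjusted p = 0.0997) but was called by DESeq2, with the replicate block and without VNP2 replicate 3.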

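PLAU (ENSG00000122861, chr10:73909177–73917497) had 723 ± 22.7 normalized counts on Matrigel (n = 2), 112 ± 2.02 on VN and 194 ± 44.0 on VNP2 (n = 3 each). Its log2 fold change between VN and VNP2 was 0.79 (SE 0.147), while from Matrigel it fell by 2.69 (SE 0.148) on VN and 1.90 (SE 0.142) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0114, 1.52e-06 and 8.60e-06).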

A urokinase-type plasminogen activator (PLAU) in MCODE4 was expressed by oligodendrocytes in the developing rat brain [40]. Therefore, it is plausible that the upregulation of these genes is beneficial for the survival and/or differentiation of oligodendrocytes. Proteins inhibiting axonal projection (e.g., SLIT1 and SLIT3 in MCODE2) were also upregulated in the VNP2 group, consistent with the fact that oligodendrocytes can inhibit axonal growth [41]. In addition, previous studies have demonstrated the inhibitory role of SLITs in axonal projection in *Drosophila* midline glial cells, similar to mammalian oligodendrocytes [42,43]. Upregulation of these genes may provide indirect evidence for the differentiation promoting effect of VNP2 over VN.

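SLIT1 (ENSG00000187122, chr10:96998038–97185920) rose from 8987 ± 392 normalized counts on VN to 17749 ± 469 on VNP2, and SLIT3 (ENSG00000184347, chr5:168661733–169301129) from 866 ± 53.4 to 1420.2 ± 48.0 (n = 3 each). The log2 fold changes were 0.98 (SE 0.0384) and 0.71 (SE 0.0574) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.08e-06 and 8.79e-05). From Matrigel (n = 2), SLIT1 changed by 0.060 (SE 0.0431) on VN and 1.04 (SE 0.0440) on VNP2, and SLIT3 by −0.32 (SE 0.0647) and 0.39 (SE 0.0638) (edgeR, Benjamini-Hochberg adjusted p = 0.392, 1.88e-07, 0.00796 and 0.00196).

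**Figure D3:**
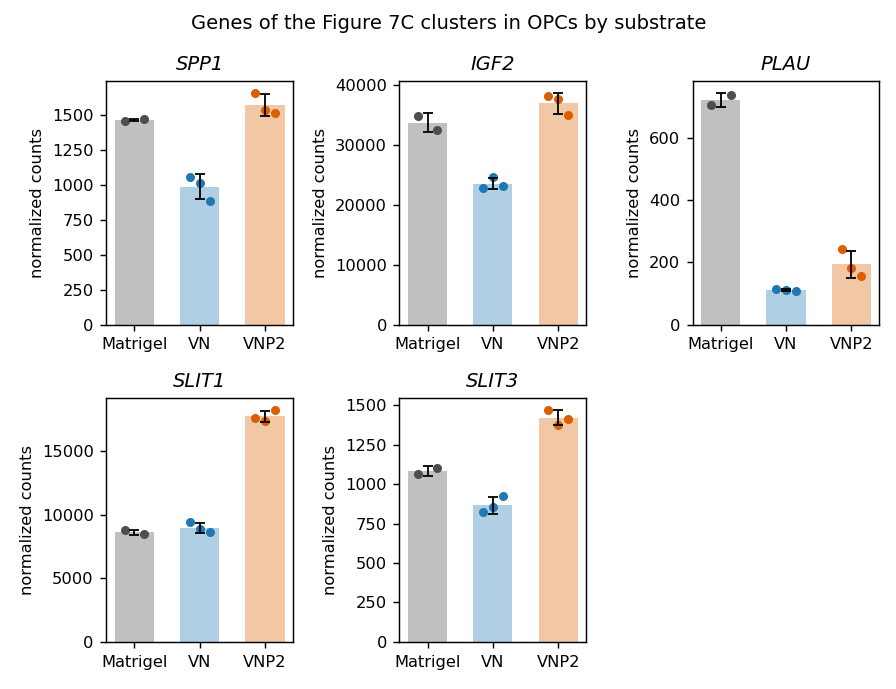
Normalized counts of SPP1, IGF2, PLAU, SLIT1 and SLIT3 in each of the 8 libraries, by substrate.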

Together, our results demonstrate that the cultivation of OPCs on either VN or VNP2 enhances the efficiency of oligodendrocyte differentiation by inducing common genes involved in oligodendrocyte differentiation. Furthermore, VNP2 further increases efficiency compared with VN by suppressing differentiation toward the other lineage (i.e., neural crest) and triggering the expression of additional genes potentially involved in the survival and differentiation of oligodendrocytes.

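Compared with Matrigel (n = 2), 594 genes were higher and 1158 lower on VN as well as on VNP2 (n = 3 each), which makes 1752 of the 1774 genes called on both (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The shared Matrigel libraries alone favour genes that pass on both in the same direction. At an unadjusted p under 0.05 on both there were 3383 genes, 97.58% of them in the same direction, against 225 on average and 100% in 20 simulations of unchanged groups.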

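Of 17 genes in a fixed neural crest list 12 were tested, with a median log2 fold change between VN and VNP2 of 0.15 (limma's camera, Benjamini-Hochberg adjusted p = 0.158; n = 3 each), and 4 were called adjusted over the list alone. Under limma's fry, and among genes with at least 50 counts in every sample, the list was past the threshold and higher on VNP2. Its members went both ways: MITF had −0.90 (SE 0.131), NGFR 0.50 (SE 0.0543) and ETS1 0.41 (SE 0.0630) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00288, 0.000533 and 0.00383). From Matrigel the list had medians of 0.28 on VN and 0.36 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.0985 and 0.0334), the latter not past the threshold with DESeq2's statistics. The paper's term for neural crest cell migration is another set of genes and was not tested.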

## 4. Discussion

The use of ECMs in the differentiation of stem cells has been substantiated in the last decade. ECMs affect the survival, growth, and fate decisions of stem cells by providing critical biological and physiochemical environments. To date, various ECM molecules have been identified for diverse biomedical applications, specifically to direct the differentiation of stem cells [44]. VN is one of the most widely used ECMs, particularly for hPSC engineering, because VN and VN-derived peptides are capable of maintaining hPSCs [16,45] and even facilitating their differentiation into specific cell types, including oligodendrocytes [32]. In this study, we to create a novel peptide derived from the VN peptide for the differentiation of oligodendrocytes. For rational design, we searched for peptide candidates that showed strong binding affinities for integrin (receptor for VN) using in silico docking, an attractive method used to identify molecular ligands solely based on 3D structures. Such structure-based approaches have been widely used in drug discovery and peptide/protein engineering [46,47]. As a result, two VN-derived peptides with higher binding affinities than VN were designed: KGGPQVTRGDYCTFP (VNP1) and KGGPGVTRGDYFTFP (VNP2). Since both VNP1 and VNP2 contain the RGD motif that is critical for integrin binding, they could support the adhesion of OPCs through direct interaction with integrin. The designed peptides were likely able to interact with integrin in a manner similar to VN, as our transcriptomic analysis showed that OPCs grown on either VN or VNP2 largely shared similar gene expression patterns.

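Against Matrigel, 4020 genes were called on VN or on VNP2, and of the genes called on both, 223 also differed between VN and VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05; n = 2 Matrigel, 3 VN and 3 VNP2 libraries).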

Importantly, our transcriptomic analysis illustrates a molecular basis for the ability of VN and VNP2 to promote oligodendrocyte differentiation. 

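A fixed list of 31 genes for cytoplasmic transport along microtubules had median log2 fold changes from Matrigel of −0.043 on VN and −0.021 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.866 and 0.955; n = 2 Matrigel, 3 VN and 3 VNP2 libraries). Adjusted over the list alone, 7 genes were called on each, and the called genes went both ways. The direction that camera gave the list changed between settings.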

Noticeably, GO terms associated with morphogenesis and microtubule (MT)-based movement were enriched within DEGs of cells grown on VN and VNP2. Given that oligodendrocytes exhibit prominent complexity with highly ramified processes, it is not surprising that massive rearrangement of cytoskeletons occurs during the differentiation of OPCs into oligodendrocytes. Thus, it is possible that the enrichment of genes involved in such morphological changes significantly contributes to the increased efficiency of oligodendrocyte differentiation on VN and VNP2. In particular, MT is the primary component of oligodendrocyte cytoskeleton that provides the mechanical stability needed for OD processes and serves as a ‘highway’ for transportation [48], and thereby plays a key role in oligodendrocyte morphogenesis, including process extension, contact with axons, and myelin compaction [49]. Among various subtypes of β-tubulin, one of the components forming MT, β_IV_-tubulin is exclusively produced in oligodendrocytes and implicated in hypomyelinating leukodystrophy [50,51]. Unexpectedly, the expression of *TUBB4A,* a gene encoding β_IV_-tubulin, was upregulated in cells grown on VN and VNP2 compared with that in cells grown on Matrigel (indicated by an asterisk in Figure 6C). This suggests that VN or VNP2 instructs OPCs to express a particular MT component specific for oligodendrocytes, such that the cells reorganize their cytoskeleton in favor of differentiation into oligodendrocytes. In addition, genes, such as dynein (e.g., *DNAH1*, *DNAH6*, *DNAH7*, *DNAH9*, and *DNALI1*) involved in MT-based movement (transportation) were also upregulated in the VN and VNP2 groups versus the Matrigel group. Collectively, these results suggest that the facilitation of MT-mediated cytoskeleton remodeling is a common mechanism underlying enhanced oligodendrocyte differentiation by VN and VNP2.

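Normalized counts of TUBB4A (ENSG00000104833, chr19:6494319–6502848) were 1636 ± 27.6 on Matrigel (n = 2), 1783 ± 189 on VN and 2001 ± 67.9 on VNP2 (n = 3 each). Its log2 fold changes from Matrigel were 0.12 (SE 0.0776) on VN and 0.29 (SE 0.0777) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.321 and 0.0281). The call on VNP2 was lost without length offsets and in each fit without one VNP2 library. Across the 3 substrates TUBB4A was not past the threshold (edgeR F-test, Benjamini-Hochberg adjusted p = 0.0519).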

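On VNP2 (n = 3) the log2 fold changes from Matrigel (n = 2) were DNAH1 0.56 (SE 0.120), DNAH6 0.72 (SE 0.156), DNAH7 0.90 (SE 0.136), DNAH9 0.59 (SE 0.0631) and DNALI1 0.40 (SE 0.104) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00953, 0.0101, 0.00121, 0.000109 and 0.0240 in this order). On VN (n = 3) they were DNAH1 0.52 (SE 0.120), DNAH6 0.33 (SE 0.156), DNAH7 0.30 (SE 0.137), DNAH9 0.071 (SE 0.0638) and DNALI1 0.11 (SE 0.105), and DNAH1 alone was called (edgeR, Benjamini-Hochberg adjusted p = 0.0163, 0.188, 0.169, 0.507 and 0.547). DNAH1 lost its calls without length offsets. DNALI1, which here held 0.299 of its counts in the authors' table, lost its call in 2 of the fits without one VNP2 library. DNAH7 on VN ranged from 0.094 to 0.530 across the fits that each left out one library. As a list chosen by the paper on these samples, and so not independent evidence, the 5 genes had medians of 0.30 on VN and 0.59 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.0539 and 9.21e-05; 1 and 5 called adjusted over the list alone). The genes lie at chr3:52316319–52400491, chr2:84516455–84819589, chr2:195737703–196068812, chr17:11598431–11969748, chr1:37556919–37566857 in that order.

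**Figure D4:**
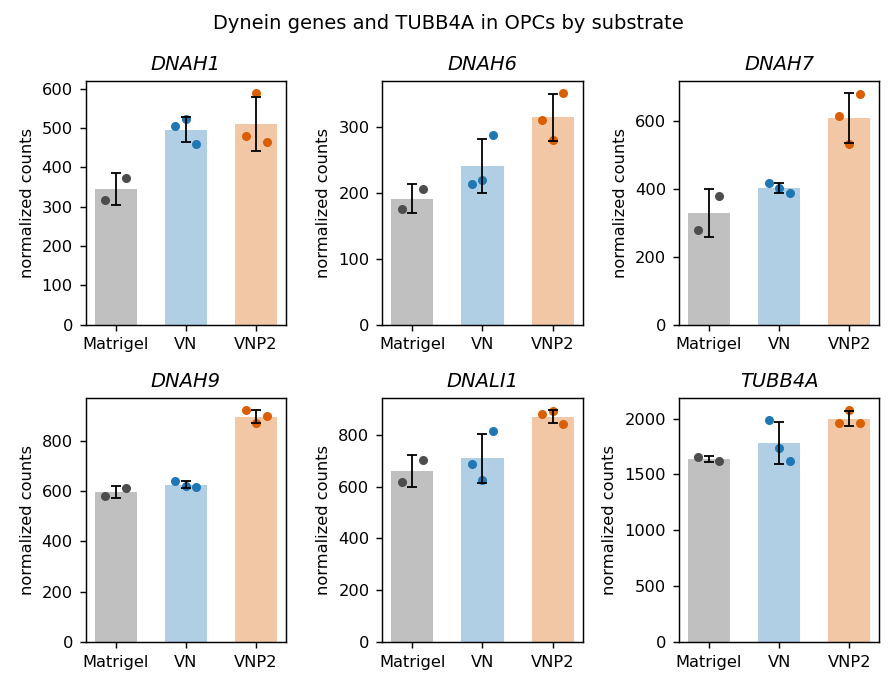
Normalized counts of the dynein genes named in the Discussion in each of the 8 libraries, by substrate.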

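The 38 tested genes of a fixed motile cilia list of 40 had median log2 fold changes from Matrigel of 0.052 on VN and 0.34 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.490 and 8.68e-07; n = 2 Matrigel, 3 VN and 3 VNP2 libraries). On VNP2 34 of them were higher, 12 were called higher and 1, DNAH5, lower, and 16 were called adjusted over the list alone. On VN RFX3 was called higher and DNAH5 and PIFO lower, with 3 called adjusted over the list alone; PIFO lost its call with the replicate block and without any one VN library. DNAH5, an axonemal dynein outside the 5 named in the Discussion and singled out after its values were seen, changed by −0.92 (SE 0.203) on VN and −0.94 (SE 0.201) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0130 and 0.00911). The ciliary transcription factor FOXJ1 changed by 0.094 (SE 0.0430) on VN and 0.64 (SE 0.0430) on VNP2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.172 and 3.75e-06).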

Finally, the analysis of DEGs between VN and VNP2 provides molecular insights into how VNP2 outperforms VN in oligodendrocyte differentiation. First, the upregulated cellular functions associated with the differentiation and function of oligodendrocytes in VNP2 may contribute to expediting the differentiation of OPCs. Second, higher expression of *OLIG1* and *NKX2.2* on VNP2 relative to VN may facilitate the differentiation of OPCs into oligodendrocytes. This possibility is supported by previous studies showing that Olig1 plays a critical role in the differentiation of OPCs into oligodendrocytes and in the subsequent myelination in developing mice [52]. Furthermore, Nkx2.2, in collaboration with Olig2, promotes oligodendrocyte differentiation in chick embryos [4]. Consequently, our results suggest that VNP2 retains VN’s ability to induce oligodendrocyte differentiation and acquires additional ability to enhance the efficiency of differentiation.

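Tested between VN and VNP2 (n = 3 each), the log2 fold change was 0.11 (SE 0.0510) for OLIG1 and 0.26 (SE 0.0575) for NKX2-2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.268 and 0.0254). For OLIG1 none of 15 alternatives passed the threshold. The call of NKX2-2 was lost in 5 of the 6 fits that each left out one VN or VNP2 library, and over 15 alternatives its Benjamini-Hochberg adjusted p ranged from 0.00838 to 0.102. OLIG2 had −0.074 (SE 0.0464) (edgeR, Benjamini-Hochberg adjusted p = 0.422).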

Although there was a significant improvement in OD differentiation, the activity of VNP2 was only tested in the differentiation involving SOX10 overexpression; thus, it needs to be further evaluated using other differentiation methods. In addition, the low yield of O4-positive cells (5.7% among total cells, on average) obtained upon using VNP2 presents a limitation of the current approach. Despite the significant increase in comparison with Matrigel (3.2 folds), this level of efficiency and purity may not be acceptable for large-scale production for biomedical applications. This might be due to the suboptimal culture conditions used in this study; in the previous study, SOX10-mediated differentiation resulted in an O4-positive cell yield of approximately 55% [31]. Thus, optimization of differentiation conditions may help enhance the usability of VNP2 for OD differentiation.

In conclusion, we designed a new VN-derived peptide (VNP2) in this study that promotes the differentiation of oligodendrocytes from hPSC-derived OPCs. Since this peptide can be synthesized and immobilized on a culture plate completely devoid of materials originating from animals, the oligodendrocyte differentiated on this substrate may be a favored cell source for future biomedical applications.

## Figures and Tables

**Figure 1:**
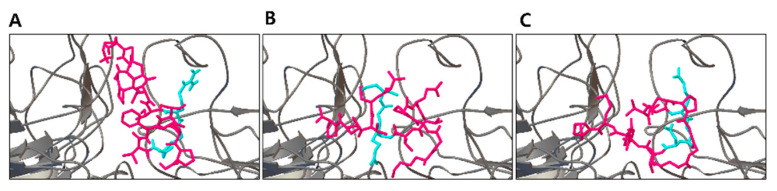
Docking poses of vitronectin peptide and designed peptides. The binding poses of vitronectin peptide (**A**), VNP1 (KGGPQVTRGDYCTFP) (**B**), and VNP2 (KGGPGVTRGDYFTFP) (**C**) are illustrated. The alpha and beta chains of integrin are shown in grey color. The three peptides are shown in red color and their RGD motifs are shown in cyan color.

**Figure 2:**
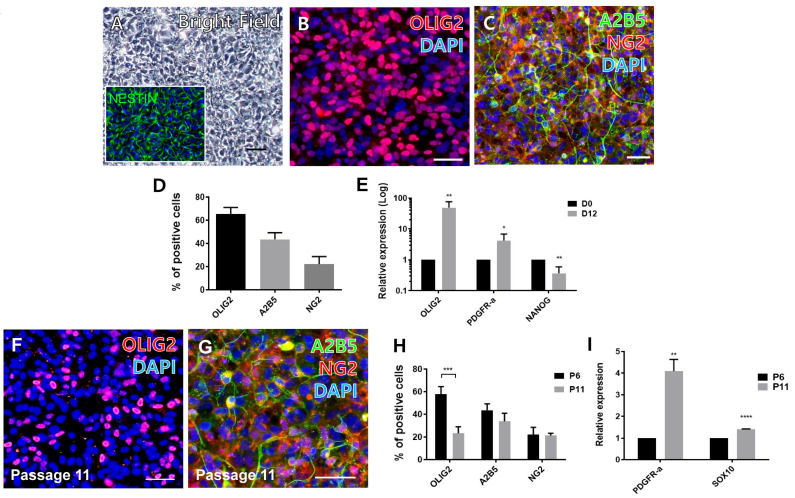
Induction and expansion of hPSC-derived OPCs. (**A**) A bright-field image of OPCs at day 12 of differentiation. Scale bar: 20 µm. (Inset) A representative image of NESTIN-positive cells in the culture on day 12. (**B**,**C**) Immunofluorescent images of OLIG2, A2B5 and NG2. (**D**) Quantification of cells positive for OLIG2, A2B5, and NG2. (**E**) Quantitative gene expression of OPC markers (*OLIG2* and *PDGFRα*) and a pluripotency marker (*NANOG*). (**F**,**G**) Representative images of OLIG2, A2B5- and NG2-positive cells after multiple passages (at passage 11) accompanied with a freeze-thawing cycle. Scale bar: 20 µm. (**H**) Quantification of marker-positive cells at passage 11. (**I**) Quantitative gene expression of OPC markers (*PDGFRα* and *SOX10*). Scale bars: 10 µm. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, Student *t*-test.

**Figure 3:**
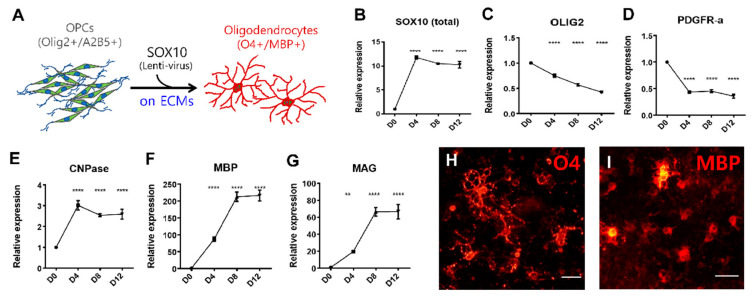
Differentiation of oligodendrocytes from hPSC-derived OPCs via SOX10 overexpression. (**A**) A schematic diagram for oligodendrocyte differentiation from hPSC-derived OPCs. (**B**–**D**) Time-course expression of OPC markers during differentiation. As differentiation proceeded, the transcript levels of OLIG2 and PDGFR-α gradually decreased (**C**,**D**) whereas that of SOX10 was maintained due to continued exogenous expression (**B**). (**E**–**G**) Time-course expression of OD markers during differentiation. Expression levels of all marker genes tested were upregulated by SOX10-induced differentiation and plateaued after day 8. (**H**,**I**) Representative image of O4- and MBP-positive cells induced by the overexpression of SOX10. Scale bars: 12.5 µm. ** *p* < 0.01, **** *p* < 0.0001, one-way ANOVA with Dunnett’s *post hoc* test.

**Figure 4:**
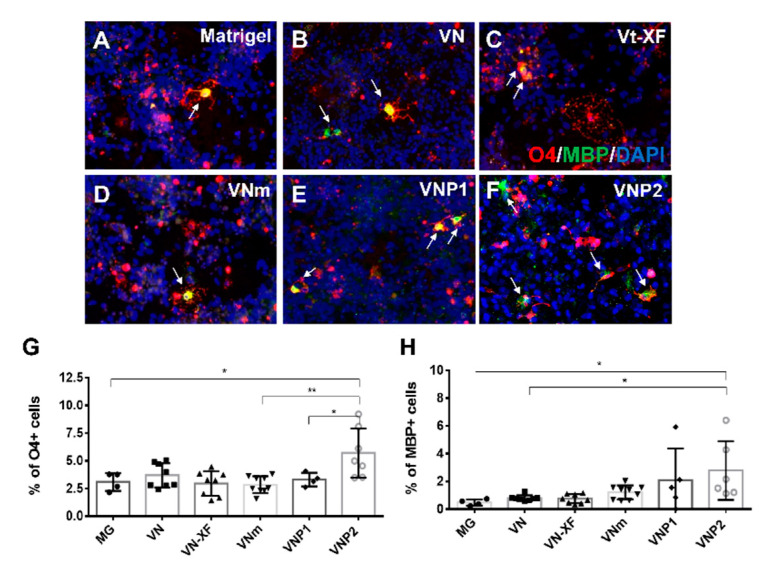
Screening for ECM materials facilitating oligodendrocyte differentiation induced by SOX10. (**A**–**F**) Representative images of O4- and MBP-positive cells generated on the indicated matrix. White arrows are pointing to double-positive cells for O4 and MBP. (**G**,**H**) Quantification of the number of O4- or MBP-positive cells on day 12 after initiation of oligodendrocyte maturation on the indicated substrates. * *p* < 0.05, ** *p* < 0.01, one-way ANOVA with Tukey’s *post-hoc* test.

**Figure 5:**
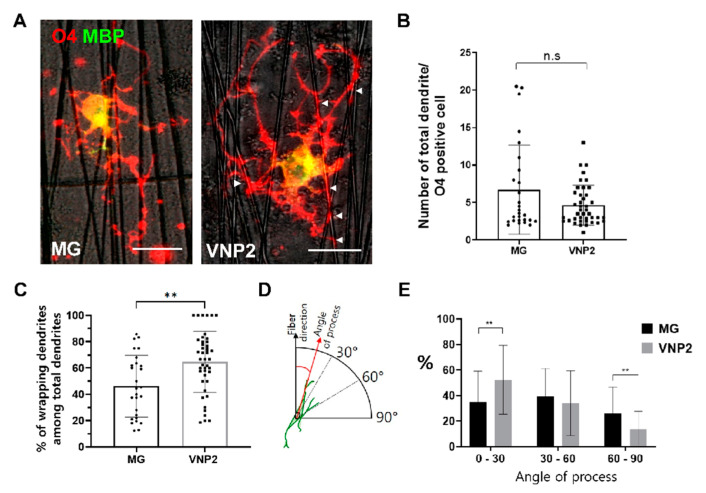
Behavior of oligodendrocytes differentiated on either Matrigel or VNP2 on nanofibers coated with corresponding substrates. (**A**) Representative images of O4- and MBP-positive cells differentiated on nanofibers coated with Matrigel or VNP2. Arrow heads point to the processes contacting with nanofibers. (**B**) Quantification of total processes per an O4-positive cell differentiated on nanofibers coated with the indicated substrate. (**C**) Quantification of processes contacting with nanofibers per an O4-positive cell on nanofibers coated with the indicated substrate. Note that O4-positive cells differentiated on VNP2-coated nanofibers exhibit more processes that contact with nanofibers. (**D**) A schematic diagram illustrating how to measure the angle of processes with respect to the direction of nanofibers. (**E**) Quantification of process numbers according to their angle with respect to the direction of nanofibers. Scale bars: 10 µm. ** *p* < 0.01, Student *t*-test.

**Figure 6:**
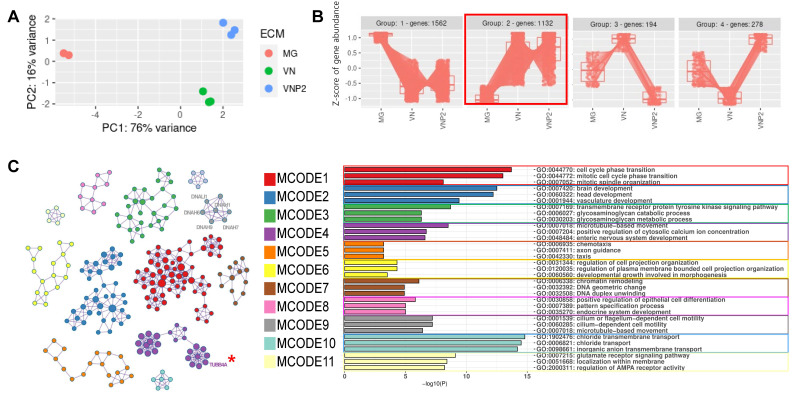
Analyses of DEGs among OPCs grown on Matrigel, VN, and VNP2. RNAseq samples were obtained from different cells grown on Matrigel, VN, or VNP2. (**A**) PCA analysis results of nine experimental samples (three for each growth condition). (**B**) Genes were grouped based on their expression patterns. Since group 2 was of interest (genes upregulated in VN and VNP2 samples), 1132 genes were analyzed further. (**C**) Genes in group 2 in (**B**) were used to identify core clusters in the PPI network. The identified clusters and their corresponding GO terms are shown.

**Figure 7:**
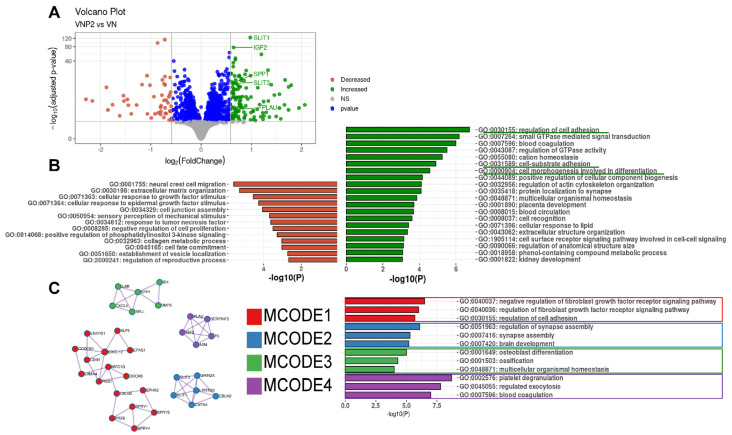
Analysis of genes that are differentially expressed between OPCs grown on VN and VNP2. (**A**) A volcano plot of genes obtained from OPCs grown on either VN or VNP2. Dots in green color denote upregulated genes in VNP2, and dots in red color denote downregulated genes in VNP2 compared with VN. (**B**) GO terms enriched within downregulated genes (red) and upregulated genes (green). (**C**) Since no significant clusters were identified in the downregulated genes, only the clusters identified in the upregulated genes are shown.

## Data Availability

The data that supports the findings of this study are available in the supplementary material of this article. All FASTQ files and Supplementary files were uploaded to National Center for Biotechnology Information Gene Expression Omnibus under accession code GSE173826.

## Supplementary Materials

https://www.mdpi.com/article/10.3390/biology10121254/s1. Figure S1: Differentiation of OPCs from hiPSCs (NL1 line), Figure S2: Optimizing virus titers for gene transduction, Figure S3: Comparison of the levels of SOX10 expression in OPCs infected with SOX10-lentivirus on various substrates, Figure S4: Differentiation of oligodendrocytes from hiPSCs (NL1 line), Figure S5: Comparison of the attachment, proliferation, and survival of OPCs on Matrigel vs. VNP2, Figure S6: Examination of cell attachment at various concentrations of Matrigel and VNP2, Figure S7: Comparison of the expression of transcription factors critical for oligodendrocyte differentiation on Matrigel, VN, and VNP2, Figure S8: GO term enrichment analysis for significantly changed genes in OPCs grown on Matrigel vs. VN and VNP2, Table S1: Formula of culture media used in this study, Table S2: Primer sequences used for quantitative RT-PCR, Table S3: DEGs list (VNP2 vs. VN).

# Supplementary material for: A Novel Vitronectin Peptide Facilitates Differentiation of Oligodendrocytes from Human Pluripotent Stem Cells (Synthetic ECM for Oligodendrocyte Differentiation)
**Source:** Biology (Basel). 2021 Dec 1;10(12):1254. doi: 10.3390/biology10121254
**Supplement:** Supplementary file 1

**Table S1. Formula of culture media used in this study**

| Media                   | Components                                                                                                                                                                                                                                                                     | Provider                                                                                                                                                                                                                                       | Final concentration                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|
| Neural induction medium | DMEM/F12<br>Glutamax (100X)<br>Non-Essential Aminoacids(100X)<br>Beta-Mercaptoethanol (1000X)<br>Penicillin-Streptomycin (100X)<br>N2 supplement (100X)<br>B27 supplement (50X)<br>SB431524<br>LDN193189                                                                       | Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Sigma Millipore<br>Selleck chemical                                                                                     | 1X<br>1X<br>1X<br>1X<br>1X<br>1X<br>10uM<br>250nM                                                                    |
| OPC medium              | DMEM/F12<br>Glutamax (100X)<br>Non-Essential Aminoacids(100X)<br>Beta-Mercaptoethanol (1000X)<br>Penicillin-Streptomycin (100X)<br>N2 supplement (100X)<br>B27 supplement (50X)<br>Retinoic acid (RA)<br>Smoothened agonist (SAG)<br>Insulin<br>Basic fibroblast growth factor | Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Sigma Millipore<br>Sigma Millipore<br>Sigma Millipore<br>Prospec                                                        | 1X<br>1X<br>1X<br>1X<br>1X<br>1X<br>100nM<br>1μM<br>25ug/ml<br>20ng/ml                                               |
| OD maturation medium    | DMEM/F12<br>Glutamax (100X)<br>Non-Essential Aminoacids(100X)<br>Beta-Mercaptoethanol (1000X)<br>Penicillin-Streptomycin (100X)<br>N2 supplement (100X)<br>B27 supplement (50X)<br>Insulin<br>Biotin<br>T3<br>PDGF-AA<br>IGF-1<br>HGF<br>NT3<br>cAMP                           | Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Thermo Fisher<br>Sigma Millipore<br>Sigma Millipore<br>Sigma Millipore<br>Prospec<br>Prospec<br>Pepprotech<br>Prospec<br>Sigma Millipore | 1X<br>1X<br>1X<br>1X<br>1X<br>1X<br>25μg/ml<br>100ng/ml<br>60ng/ml<br>10ng/ml<br>10ng/ml<br>5ng/ml<br>10ng/ml<br>1μM |

**Table S2. Primer sequences used for quantitative RT-PCR**

| Primer     | Forward (5' – 3')             | Reverse (5' – 3')              |
|------------|-------------------------------|--------------------------------|
| Beta actin | CAC CAT TGG CAA TGA GCG GTT C | AGG TCC TTG CGG ATG TCC ACG T  |
| Olig2      | CGA CTC ATC TTT CCT TCT CTA A | CGC ACT TAC CTC ATC ATT G      |
| PDGFR-a    | GAC TTT CGC CAA AGT GGA GGAG  | AGC CAC CGT GAG TTC AGA ACG C  |
| Sox10      | ATG AAC GCC TTC ATG GTG TGG G | CGC TTG TCA CTT TCG TTC AGC AG |
| Nanog      | CTC CAA CAT CCT GAA CCT CAG C | CGT CAC ACC ATT GCT ATT CTT CG |
| MBP        | AGG ATT TGG CTA CGG AGG CAG A | GGT TTT CAG CGT CTA GCC ATG G  |
| CNPase     | CTG CTA GAG TGC AAG ACG CTC   | GTG CCA TCA CGG TAC TTG TCC    |
| MAG        | GCT CAG TGT CAT GTA TGC ACC   | GGA GCA CAA GAT AGA GAC CGT    |

**Table S3. DEGs list (VNP2 vs VN)**

| ensembl         | baseMean | log2FoldChange | lfcSE    | pvalue   | padj     | symbol         |
|-----------------|----------|----------------|----------|----------|----------|----------------|
| ENSG00000120907 | 37.05883 | 2.063729       | 0.504234 | 1.65E-06 | 9.32E-05 | ADRA1A         |
| ENSG00000186105 | 31.90858 | 1.945468       | 0.534636 | 1.05E-05 | 0.000467 | LRRC70         |
| ENSG00000188404 | 150.2998 | 1.791755       | 0.241054 | 5.02E-15 | 1.14E-12 | SELL           |
| ENSG00000074803 | 136.1073 | 1.741252       | 0.245615 | 6.32E-14 | 1.29E-11 | SLC12A1        |
| ENSG00000125618 | 36.75181 | 1.73868        | 0.524265 | 2.85E-05 | 0.00111  | PAX8           |
| ENSG00000198734 | 215.6007 | 1.67048        | 0.194419 | 7.28E-19 | 2.73E-16 | F5             |
| ENSG00000160712 | 70.69187 | 1.658494       | 0.411129 | 1.62E-06 | 9.16E-05 | IL6R           |
| ENSG00000250273 | 23.70306 | 1.584532       | 1.075776 | 0.001348 | 0.026124 | PSMC1P5        |
| ENSG00000124208 | 146.8774 | 1.558451       | 0.271779 | 3.30E-10 | 4.15E-08 | TMEM189-UBE2V1 |
| ENSG00000164972 | 48.67723 | 1.557692       | 0.430608 | 1.10E-05 | 0.000478 | C9orf24        |
| ENSG00000164619 | 28.54851 | 1.494197       | 0.640745 | 0.000504 | 0.012347 | BMPER          |
| ENSG00000135218 | 133.291  | 1.455898       | 0.259236 | 7.65E-10 | 8.93E-08 | CD36           |
| ENSG00000145244 | 251.8052 | 1.394978       | 0.185725 | 2.65E-15 | 6.28E-13 | CORIN          |
| ENSG00000108950 | 32.23199 | 1.358788       | 0.627946 | 0.00067  | 0.015395 | FAM20A         |
| ENSG00000182732 | 122.1529 | 1.337888       | 0.286857 | 1.17E-07 | 8.55E-06 | RGS6           |
| ENSG00000188803 | 537.0906 | 1.32986        | 0.121458 | 3.08E-29 | 3.31E-26 | SHISA6         |
| ENSG00000172137 | 51.1587  | 1.295019       | 0.428389 | 8.81E-05 | 0.002861 | CALB2          |
| ENSG00000183631 | 39.36058 | 1.249127       | 0.512672 | 0.000423 | 0.01084  | PRR32          |
| ENSG00000175899 | 145.5523 | 1.244468       | 0.271871 | 1.78E-07 | 1.26E-05 | A2M            |
| ENSG00000284431 | 30.59085 | 1.231623       | 0.689587 | 0.001555 | 0.028977 | NA             |
| ENSG00000154330 | 54.02707 | 1.226512       | 0.422122 | 0.000122 | 0.003716 | PGM5           |
| ENSG00000044524 | 1549.422 | 1.198752       | 0.074567 | 1.86E-59 | 4.99E-56 | EPHA3          |
| ENSG00000125810 | 41.18496 | 1.188155       | 0.518152 | 0.000568 | 0.013585 | CD93           |
| ENSG00000007129 | 115.9785 | 1.164146       | 0.282661 | 1.43E-06 | 8.28E-05 | CEACAM21       |
| ENSG00000108684 | 317.0688 | 1.127467       | 0.162887 | 1.91E-13 | 3.57E-11 | ASIC2          |
| ENSG00000151655 | 86.43641 | 1.11579        | 0.321603 | 2.03E-05 | 0.000823 | ITIH2          |
| ENSG00000090104 | 30.33757 | 1.081204       | 0.71022  | 0.002464 | 0.041142 | RGS1           |

|                 |          |          |          |           |           |               |
|-----------------|----------|----------|----------|-----------|-----------|---------------|
| ENSG00000125089 | 47.72176 | 1.055939 | 0.468055 | 0.000675  | 0.015458  | SH3TC1        |
| ENSG00000272410 | 49.71654 | 1.045088 | 0.881999 | 0.001935  | 0.034312  | RP11-438J1.1  |
| ENSG00000181649 | 116.0026 | 1.03633  | 0.32477  | 4.24E-05  | 0.001534  | PHLDA2        |
| ENSG00000105479 | 83.13028 | 1.033783 | 0.326489 | 5.55E-05  | 0.001921  | CCDC114       |
| ENSG00000111432 | 85.01367 | 0.991773 | 0.334871 | 0.000103  | 0.00328   | FZD10         |
| ENSG00000172164 | 236.9085 | 0.991715 | 0.185878 | 4.40E-09  | 4.38E-07  | SNTB1         |
| ENSG00000134215 | 755.6642 | 0.983005 | 0.103279 | 8.97E-23  | 4.74E-20  | VAV3          |
| ENSG00000273184 | 42.2666  | 0.982758 | 0.595173 | 0.001921  | 0.03419   | RP11-212P7.3  |
| ENSG00000187122 | 12180.55 | 0.977697 | 0.040586 | 7.96E-130 | 1.28E-125 | SLIT1         |
| ENSG00000269113 | 255.7326 | 0.929332 | 0.185801 | 2.65E-08  | 2.21E-06  | TRABD2B       |
| ENSG00000174640 | 491.3589 | 0.898514 | 0.130572 | 2.87E-13  | 5.25E-11  | SLCO2A1       |
| ENSG00000069535 | 1154.378 | 0.897886 | 0.082702 | 9.02E-29  | 9.08E-26  | MAOB          |
| ENSG00000108231 | 299.602  | 0.894894 | 0.167008 | 3.83E-09  | 3.93E-07  | LGI1          |
| ENSG00000034239 | 169.93   | 0.888188 | 0.221152 | 2.95E-06  | 0.000154  | EFCAB1        |
| ENSG00000077943 | 92.81062 | 0.883718 | 0.338725 | 0.000277  | 0.007617  | ITGA8         |
| ENSG00000112769 | 1374.206 | 0.873282 | 0.088605 | 3.19E-24  | 2.14E-21  | LAMA4         |
| ENSG00000187800 | 73.83669 | 0.863186 | 0.38744  | 0.00072   | 0.016119  | PEAR1         |
| ENSG00000187783 | 75.65855 | 0.857253 | 0.425024 | 0.001094  | 0.022107  | TMEM72        |
| ENSG00000107562 | 810.1285 | 0.856336 | 0.102074 | 2.48E-18  | 8.32E-16  | CXCL12        |
| ENSG00000257767 | 169.8295 | 0.853011 | 0.28193  | 8.04E-05  | 0.002642  | RP11-162P23.2 |
| ENSG00000185215 | 291.1757 | 0.825789 | 0.224787 | 8.62E-06  | 0.000393  | TNFAIP2       |
| ENSG00000128283 | 378.2594 | 0.820312 | 0.151704 | 3.14E-09  | 3.31E-07  | CDC42EP1      |
| ENSG00000153162 | 989.0393 | 0.797564 | 0.089544 | 2.40E-20  | 9.68E-18  | BMP6          |
| ENSG00000169851 | 990.3388 | 0.79733  | 0.094256 | 1.35E-18  | 4.82E-16  | PCDH7         |
| ENSG00000125968 | 197.0893 | 0.791849 | 0.209646 | 6.54E-06  | 0.000312  | ID1           |
| ENSG00000144596 | 265.8701 | 0.78967  | 0.190624 | 1.39E-06  | 8.10E-05  | GRIP2         |
| ENSG00000163735 | 333.496  | 0.784136 | 0.163998 | 7.67E-08  | 5.86E-06  | CXCL5         |
| ENSG00000177374 | 218.6803 | 0.780477 | 0.191443 | 1.98E-06  | 0.000109  | HIC1          |
| ENSG00000077327 | 728.7609 | 0.778351 | 0.109603 | 5.82E-14  | 1.20E-11  | SPAG6         |
| ENSG00000183454 | 389.1964 | 0.777736 | 0.147405 | 6.02E-09  | 5.63E-07  | GRIN2A        |
| ENSG00000188931 | 313.1346 | 0.772245 | 0.163797 | 1.08E-07  | 7.98E-06  | CFAP126       |
| ENSG00000182601 | 261.0027 | 0.768825 | 0.183111 | 1.41E-06  | 8.18E-05  | HS3ST4        |
| ENSG00000107099 | 58.79933 | 0.766787 | 0.457886 | 0.002102  | 0.036369  | DOCK8         |
| ENSG00000112379 | 1275.345 | 0.761609 | 0.079493 | 5.01E-23  | 2.78E-20  | ARFGEF3       |
| ENSG00000100678 | 400.056  | 0.761289 | 0.143868 | 5.58E-09  | 5.45E-07  | SLC8A3        |
| ENSG00000133636 | 302.1336 | 0.759908 | 0.173906 | 5.63E-07  | 3.57E-05  | NTS           |
| ENSG00000107611 | 787.0891 | 0.757506 | 0.105649 | 3.65E-14  | 7.73E-12  | CUBN          |
| ENSG00000115252 | 272.7472 | 0.754692 | 0.197429 | 5.28E-06  | 0.00026   | PDE1A         |
| ENSG00000116016 | 168.4094 | 0.751449 | 0.236278 | 5.38E-05  | 0.001875  | EPAS1         |

|                 |          |          |          |          |          |           |
|-----------------|----------|----------|----------|----------|----------|-----------|
| ENSG00000187678 | 1928.609 | 0.745738 | 0.079471 | 2.90E-22 | 1.34E-19 | SPRY4     |
| ENSG00000179921 | 100.7889 | 0.743604 | 0.307967 | 0.000501 | 0.012321 | GPBAR1    |
| ENSG00000120262 | 84.37424 | 0.741924 | 0.362285 | 0.001082 | 0.021961 | CCDC170   |
| ENSG00000166016 | 682.1276 | 0.735169 | 0.110011 | 1.11E-12 | 1.97E-10 | ABTB2     |
| ENSG00000221818 | 163.7312 | 0.731601 | 0.228859 | 5.31E-05 | 0.001861 | EBF2      |
| ENSG00000164741 | 1037.052 | 0.726122 | 0.097156 | 3.85E-15 | 8.86E-13 | DLC1      |
| ENSG00000038295 | 175.9855 | 0.718925 | 0.225401 | 5.39E-05 | 0.001875 | TLL1      |
| ENSG00000198729 | 497.8926 | 0.710432 | 0.138334 | 9.40E-09 | 8.45E-07 | PPP1R14C  |
| ENSG00000152760 | 465.9713 | 0.701985 | 0.132662 | 5.79E-09 | 5.49E-07 | TCTEX1D1  |
| ENSG00000142694 | 170.3532 | 0.696283 | 0.232865 | 0.000103 | 0.00328  | EVA1B     |
| ENSG00000184347 | 1128.247 | 0.692125 | 0.088402 | 2.49E-16 | 7.10E-14 | SLIT3     |
| ENSG00000213085 | 265.8908 | 0.691059 | 0.192798 | 1.36E-05 | 0.00058  | CFAP45    |
| ENSG00000168421 | 518.4892 | 0.690589 | 0.141481 | 4.51E-08 | 3.60E-06 | RHOH      |
| ENSG00000166596 | 147.3812 | 0.688814 | 0.257143 | 0.000248 | 0.00691  | CFAP52    |
| ENSG00000181234 | 1296.867 | 0.686537 | 0.08062  | 9.16E-19 | 3.35E-16 | TMEM132C  |
| ENSG00000109625 | 137.508  | 0.686374 | 0.287842 | 0.000509 | 0.01243  | CPZ       |
| ENSG00000078549 | 814.7668 | 0.685557 | 0.103598 | 1.85E-12 | 3.02E-10 | ADCYAP1R1 |
| ENSG00000138434 | 4839.154 | 0.682833 | 0.04706  | 1.01E-49 | 2.04E-46 | SSFA2     |
| ENSG00000102554 | 233.4269 | 0.679076 | 0.207927 | 4.27E-05 | 0.001543 | KLF5      |
| ENSG00000122861 | 295.373  | 0.678609 | 0.198772 | 2.45E-05 | 0.000974 | PLAU      |
| ENSG00000136158 | 5060.008 | 0.6785   | 0.048125 | 1.18E-46 | 2.11E-43 | SPRY2     |
| ENSG00000091986 | 3394.952 | 0.666601 | 0.070468 | 1.69E-22 | 8.24E-20 | CCDC80    |
| ENSG00000135905 | 690.8613 | 0.6541   | 0.123725 | 5.73E-09 | 5.48E-07 | DOCK10    |
| ENSG00000118785 | 1323.134 | 0.652911 | 0.082296 | 1.22E-16 | 3.56E-14 | SPP1      |
| ENSG00000141668 | 321.0375 | 0.651119 | 0.173598 | 6.98E-06 | 0.00033  | CBLN2     |
| ENSG00000080493 | 838.1314 | 0.648905 | 0.097307 | 1.33E-12 | 2.24E-10 | SLC4A4    |
| ENSG00000198739 | 145.3181 | 0.648675 | 0.256524 | 0.000384 | 0.01003  | LRRTM3    |
| ENSG00000172985 | 132.3129 | 0.648497 | 0.280372 | 0.000623 | 0.014639 | SH3RF3    |
| ENSG00000187714 | 658.847  | 0.646699 | 0.110062 | 2.11E-10 | 2.77E-08 | SLC18A3   |
| ENSG00000167244 | 31123.93 | 0.646641 | 0.034069 | 1.28E-81 | 5.16E-78 | IGF2      |
| ENSG00000138185 | 183.4125 | 0.646149 | 0.284189 | 0.000635 | 0.014827 | ENTPD1    |
| ENSG00000099869 | 104.3963 | 0.644454 | 0.357013 | 0.001706 | 0.031198 | IGF2-AS   |
| ENSG00000178695 | 5856.782 | 0.641052 | 0.048963 | 1.76E-40 | 2.58E-37 | KCTD12    |
| ENSG00000078725 | 772.8169 | 0.640304 | 0.10701  | 9.98E-11 | 1.36E-08 | BRINP1    |
| ENSG00000164056 | 3104.514 | 0.639113 | 0.053397 | 2.71E-34 | 3.64E-31 | SPRY1     |
| ENSG00000164929 | 604.5985 | 0.635712 | 0.119998 | 5.86E-09 | 5.52E-07 | BAALC     |
| ENSG00000144619 | 1517.275 | 0.634665 | 0.082093 | 6.16E-16 | 1.60E-13 | CNTN4     |
| ENSG00000101222 | 184.6453 | 0.633854 | 0.219932 | 0.000147 | 0.004359 | SPEF1     |
| ENSG00000149090 | 277.0437 | 0.632522 | 0.173429 | 1.17E-05 | 0.00051  | PAMR1     |
| ENSG00000154856 | 2051.108 | 0.629559 | 0.089456 | 8.63E-14 | 1.72E-11 | APCDD1    |

|                 |          |          |          |           |           |           |
|-----------------|----------|----------|----------|-----------|-----------|-----------|
| ENSG00000154127 | 822.9059 | 0.627406 | 0.100077 | 1.94E-11  | 2.92E-09  | UBASH3B   |
| ENSG00000100427 | 103.9381 | 0.627023 | 0.336121 | 0.001543  | 0.028901  | MLC1      |
| ENSG00000136286 | 133.8157 | 0.625628 | 0.278369 | 0.000753  | 0.016705  | MYO1G     |
| ENSG00000159713 | 845.0526 | 0.608419 | 0.101354 | 9.46E-11  | 1.30E-08  | TPPP3     |
| ENSG00000276386 | 138.2324 | 0.606966 | 0.277394 | 0.000865  | 0.018608  | CNTNAP3P2 |
| ENSG00000106714 | 1594.954 | 0.604632 | 0.074296 | 1.97E-17  | 6.09E-15  | CNTNAP3   |
| ENSG00000244405 | 2535.474 | 0.603236 | 0.060006 | 5.90E-25  | 4.32E-22  | ETV5      |
| ENSG00000004838 | 384.1246 | 0.589109 | 0.148293 | 3.26E-06  | 0.000169  | ZMYND10   |
| ENSG00000176601 | 145.6949 | 0.587654 | 0.276567 | 0.001079  | 0.021961  | MAP3K19   |
| ENSG00000167711 | 143.1948 | 0.585099 | 0.28729  | 0.001195  | 0.023807  | SERPINF2  |
| ENSG00000154080 | 113.8952 | -0.58588 | 0.34417  | 0.002128  | 0.03662   | CHST9     |
| ENSG00000196277 | 90.00304 | -0.59387 | 0.368341 | 0.002436  | 0.040873  | GRM7      |
| ENSG00000163637 | 492.8375 | -0.59492 | 0.150527 | 3.58E-06  | 0.000183  | PRICKLE2  |
| ENSG00000137501 | 313.4755 | -0.5952  | 0.184637 | 4.98E-05  | 0.001755  | SYTL2     |
| ENSG00000197747 | 872.4758 | -0.60391 | 0.0974   | 3.31E-11  | 4.89E-09  | S100A10   |
| ENSG00000132849 | 242.9018 | -0.60985 | 0.196424 | 6.42E-05  | 0.002191  | PATJ      |
| ENSG00000172572 | 1989.736 | -0.61453 | 0.067589 | 5.10E-21  | 2.16E-18  | PDE3A     |
| ENSG00000075223 | 978.4148 | -0.62114 | 0.108048 | 4.70E-10  | 5.74E-08  | SEMA3C    |
| ENSG00000129151 | 233.6159 | -0.62154 | 0.192866 | 5.10E-05  | 0.00179   | BBOX1     |
| ENSG00000147437 | 83.83388 | -0.63459 | 0.379168 | 0.002116  | 0.036577  | GNRH1     |
| ENSG00000145721 | 655.9064 | -0.64058 | 0.119943 | 3.52E-09  | 3.64E-07  | LIX1      |
| ENSG00000165376 | 396.3021 | -0.65838 | 0.148707 | 4.22E-07  | 2.77E-05  | CLDN2     |
| ENSG00000021645 | 403.4302 | -0.69222 | 0.143164 | 6.09E-08  | 4.72E-06  | NRXN3     |
| ENSG00000143858 | 178.7474 | -0.69381 | 0.245054 | 0.000162  | 0.004757  | SYT2      |
| ENSG00000152689 | 213.7669 | -0.70994 | 0.246174 | 0.000142  | 0.004256  | RASGRP3   |
| ENSG00000124749 | 1052.756 | -0.714   | 0.095377 | 3.50E-15  | 8.17E-13  | COL21A1   |
| ENSG00000156535 | 226.431  | -0.71657 | 0.195722 | 9.58E-06  | 0.000431  | CD109     |
| ENSG00000166106 | 1867.276 | -0.71805 | 0.077178 | 6.65E-22  | 2.97E-19  | ADAMTS15  |
| ENSG00000115414 | 33626.06 | -0.72172 | 0.03148  | 1.30E-117 | 1.04E-113 | FN1       |
| ENSG00000169436 | 1037.296 | -0.73462 | 0.095281 | 6.15E-16  | 1.60E-13  | COL22A1   |
| ENSG00000154027 | 495.1722 | -0.73836 | 0.15502  | 7.68E-08  | 5.86E-06  | AK5       |
| ENSG00000145708 | 134.7128 | -0.73989 | 0.331366 | 0.000787  | 0.017284  | CRHBP     |
| ENSG00000143248 | 1905.923 | -0.76864 | 0.090187 | 5.98E-19  | 2.29E-16  | RGS5      |
| ENSG00000115232 | 575.0555 | -0.77941 | 0.138689 | 8.39E-10  | 9.73E-08  | ITGA4     |
| ENSG00000125378 | 234.8834 | -0.79411 | 0.19975  | 2.92E-06  | 0.000153  | BMP4      |
| ENSG00000177459 | 146.2749 | -0.79738 | 0.250426 | 5.39E-05  | 0.001875  | ERICH5    |
| ENSG00000143768 | 113.5148 | -0.8035  | 0.297635 | 0.000226  | 0.006378  | LEFTY2    |
| ENSG00000187098 | 217.0607 | -0.80761 | 0.214099 | 6.38E-06  | 0.000306  | MITF      |
| ENSG00000144285 | 137.9672 | -0.8492  | 0.28998  | 0.000115  | 0.003544  | SCN1A     |

|                 |          |          |          |           |          |             |
|-----------------|----------|----------|----------|-----------|----------|-------------|
| ENSG00000108821 | 16084.3  | -0.86553 | 0.040781 | 1.36E-100 | 7.29E-97 | COL1A1      |
| ENSG00000078098 | 87.90229 | -0.91471 | 0.332667 | 0.000189  | 0.005455 | FAP         |
| ENSG00000113805 | 331.8    | -0.93774 | 0.174569 | 3.28E-09  | 3.43E-07 | CNTN3       |
| ENSG00000168743 | 50.91675 | -0.98879 | 0.478676 | 0.000969  | 0.020238 | NPNT        |
| ENSG00000183145 | 451.5226 | -1.01527 | 0.136948 | 5.67E-15  | 1.27E-12 | RIPPLY3     |
| ENSG00000178568 | 93.40963 | -1.06706 | 0.388354 | 0.000185  | 0.00534  | ERBB4       |
| ENSG00000047457 | 672.7094 | -1.07489 | 0.113198 | 9.42E-23  | 4.74E-20 | CP          |
| ENSG00000167306 | 360.9299 | -1.17427 | 0.156212 | 2.30E-15  | 5.60E-13 | MYO5B       |
| ENSG00000245112 | 108.8179 | -1.2822  | 0.318217 | 1.75E-06  | 9.81E-05 | SMARCA5-AS1 |
| ENSG00000249307 | 45.27171 | -1.38792 | 0.503317 | 0.000182  | 0.005277 | LINC01088   |
| ENSG00000213886 | 98.94692 | -1.44704 | 0.355736 | 1.98E-06  | 0.000109 | UBD         |
| ENSG00000204531 | 108.2005 | -1.46529 | 0.298986 | 3.54E-08  | 2.91E-06 | POU5F1      |
| ENSG00000184697 | 88.82106 | -1.53365 | 0.329485 | 1.24E-07  | 9.00E-06 | CLDN6       |
| ENSG00000041353 | 128.6722 | -1.54224 | 0.278986 | 1.35E-09  | 1.51E-07 | RAB27B      |
| ENSG00000167600 | 25.60487 | -1.61805 | 0.672568 | 0.0004    | 0.01039  | CYP2S1      |
| ENSG00000102755 | 53.57856 | -1.75994 | 0.431463 | 1.51E-06  | 8.63E-05 | FLT1        |
| ENSG00000112782 | 35.13461 | -1.85181 | 0.551054 | 2.97E-05  | 0.001144 | CLIC5       |
| ENSG00000265992 | 119.8317 | -1.88208 | 0.268741 | 1.08E-13  | 2.12E-11 | ESRG        |
| ENSG00000198796 | 54.03718 | -2.16171 | 0.462274 | 1.11E-07  | 8.14E-06 | ALPK2       |
| ENSG00000241186 | 49.46296 | -2.28873 | 0.464355 | 3.29E-08  | 2.72E-06 | TDGF1       |

# Supplementary material for: A Novel Vitronectin Peptide Facilitates Differentiation of Oligodendrocytes from Human Pluripotent Stem Cells (Synthetic ECM for Oligodendrocyte Differentiation)
**Source:** Biology (Basel). 2021 Dec 1;10(12):1254. doi: 10.3390/biology10121254
**Supplement:** Supplementary file 1

## Slide 1
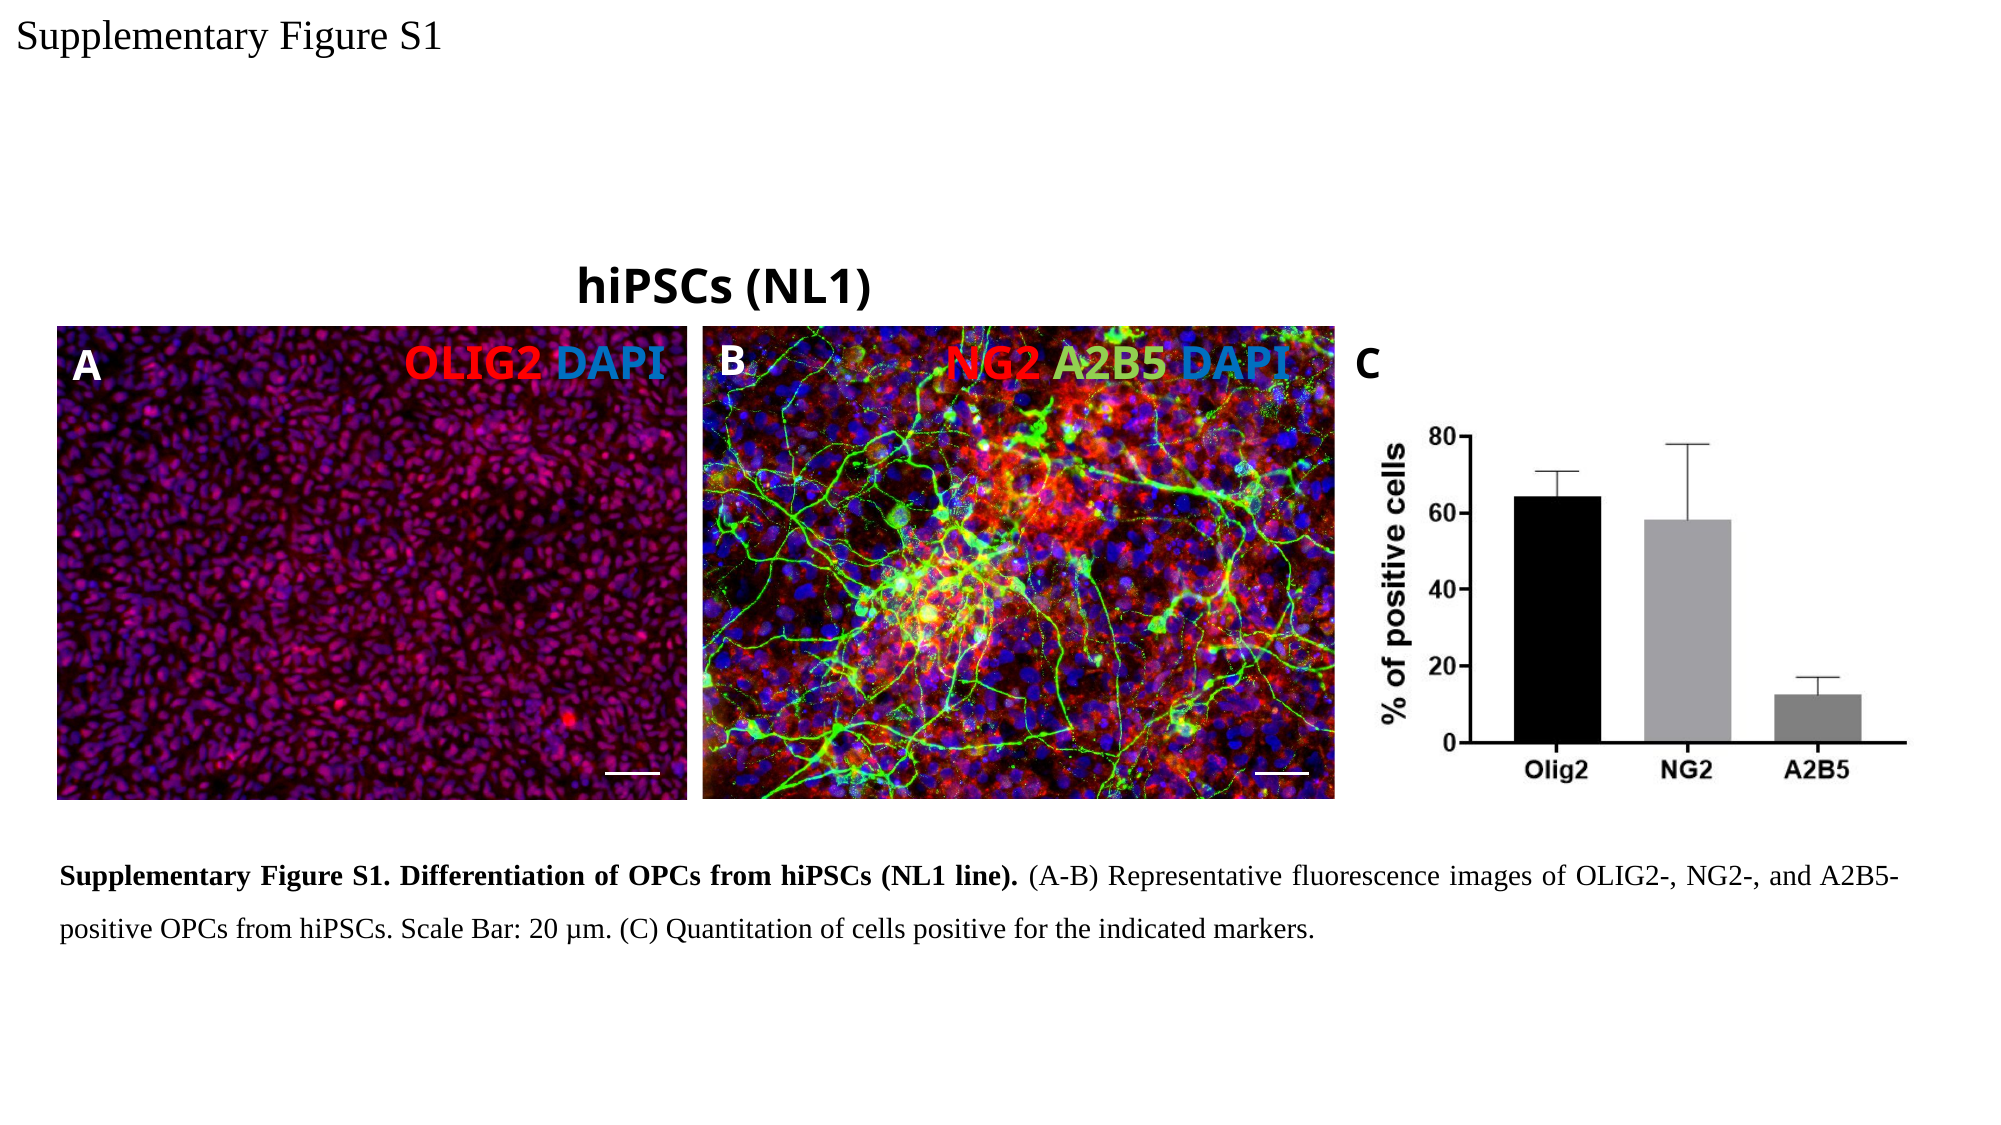

Supplementary Figure S1
hiPSCs (NL1)
B
OLIG2 DAPI
NG2 A2B5 DAPI
C
A
Supplementary Figure S1. Differentiation of OPCs from hiPSCs (NL1 line). (A-B) Representative fluorescence images of OLIG2-, NG2-, and A2B5-positive OPCs from hiPSCs. Scale Bar: 20 µm. (C) Quantitation of cells positive for the indicated markers.

## Slide 2
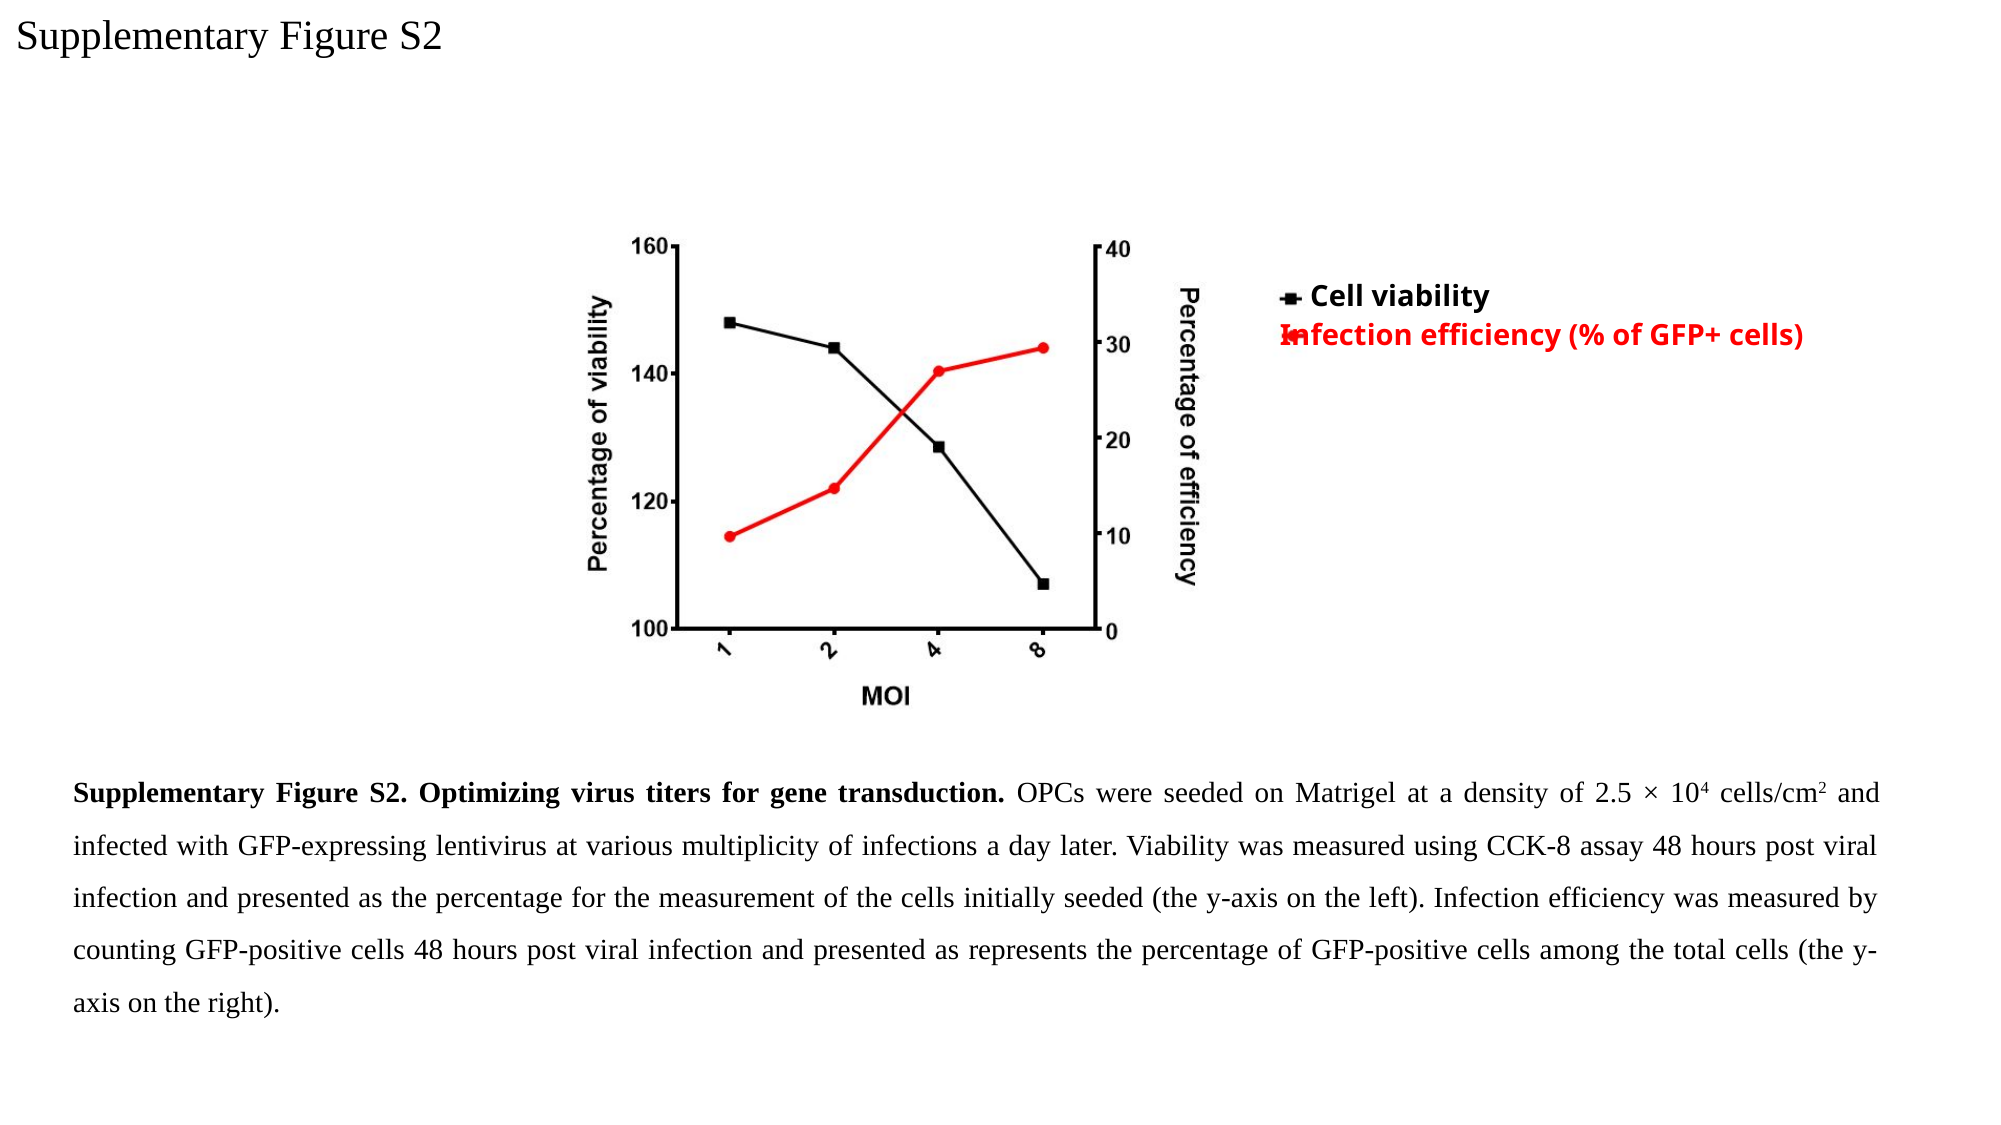

Supplementary Figure S2
Cell viability
Infection efficiency (% of GFP+ cells)
Supplementary Figure S2. Optimizing virus titers for gene transduction. OPCs were seeded on Matrigel at a density of 2.5 × 104 cells/cm2 and infected with GFP-expressing lentivirus at various multiplicity of infections a day later. Viability was measured using CCK-8 assay 48 hours post viral infection and presented as the percentage for the measurement of the cells initially seeded (the y-axis on the left). Infection efficiency was measured by counting GFP-positive cells 48 hours post viral infection and presented as represents the percentage of GFP-positive cells among the total cells (the y-axis on the right).

## Slide 3
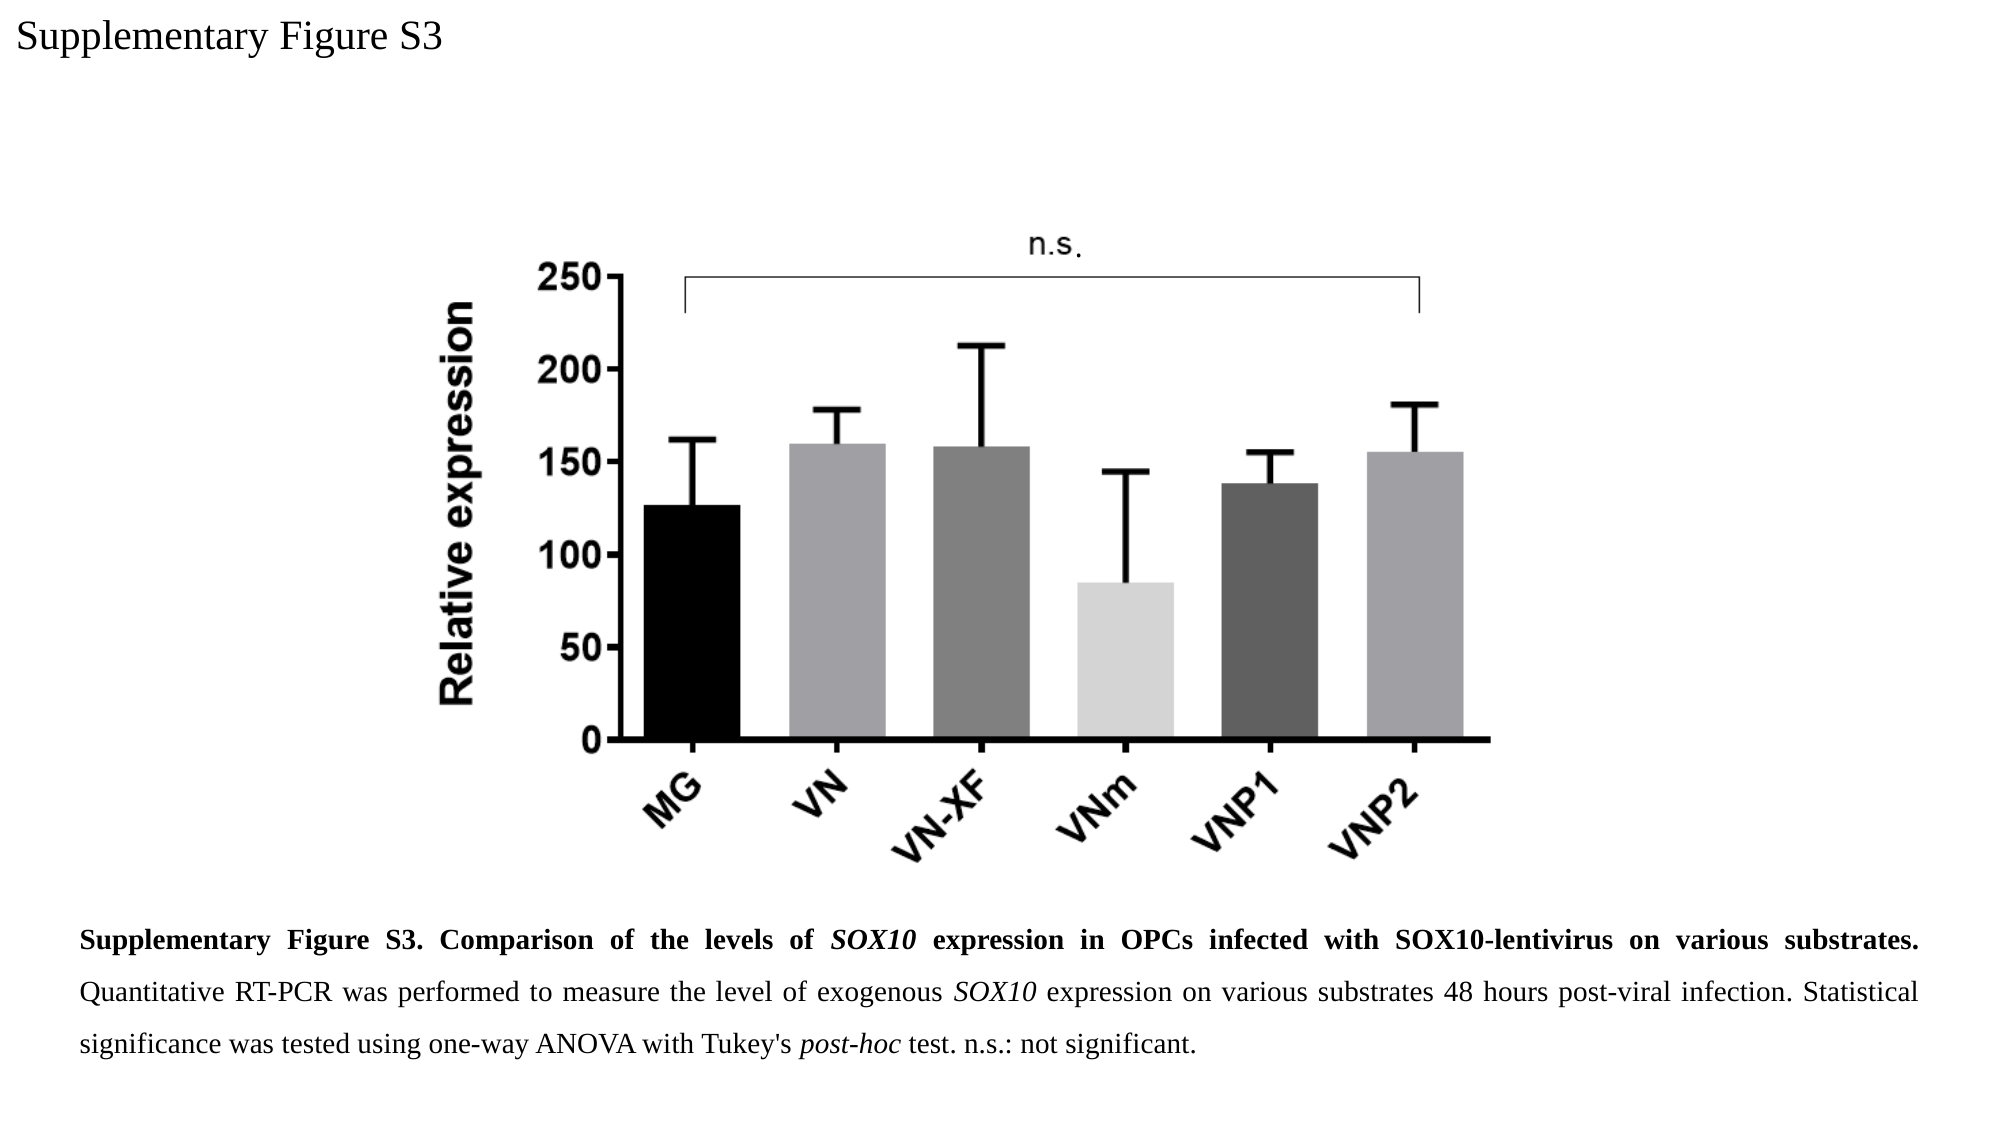

Supplementary Figure S3
.
Supplementary Figure S3. Comparison of the levels of SOX10 expression in OPCs infected with SOX10-lentivirus on various substrates. Quantitative RT-PCR was performed to measure the level of exogenous SOX10 expression on various substrates 48 hours post-viral infection. Statistical significance was tested using one-way ANOVA with Tukey's post-hoc test. n.s.: not significant.

## Slide 4
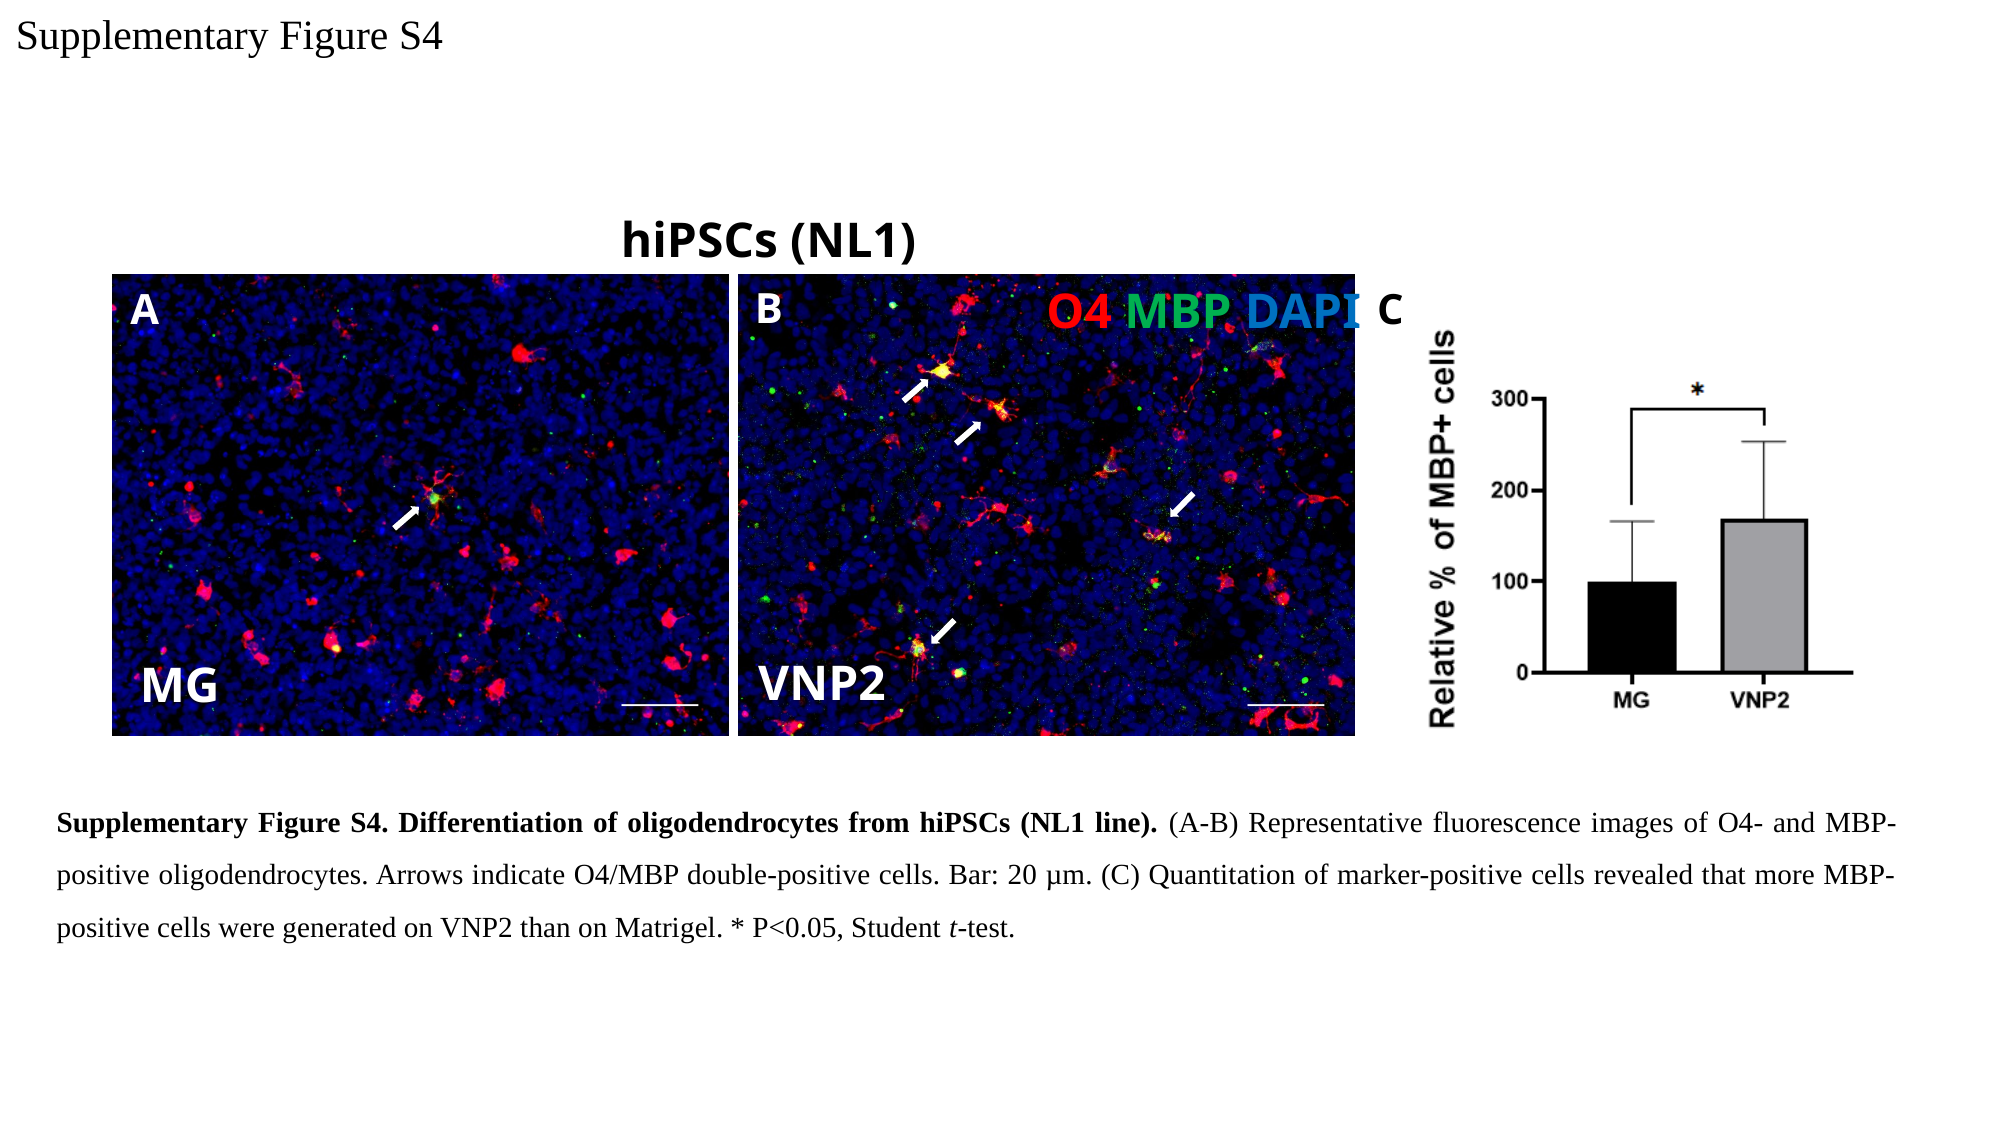

Supplementary Figure S4
hiPSCs (NL1)
O4 MBP DAPI
B
A
C
VNP2
MG
Supplementary Figure S4. Differentiation of oligodendrocytes from hiPSCs (NL1 line). (A-B) Representative fluorescence images of O4- and MBP-positive oligodendrocytes. Arrows indicate O4/MBP double-positive cells. Bar: 20 µm. (C) Quantitation of marker-positive cells revealed that more MBP-positive cells were generated on VNP2 than on Matrigel. * P<0.05, Student t-test.

## Slide 5
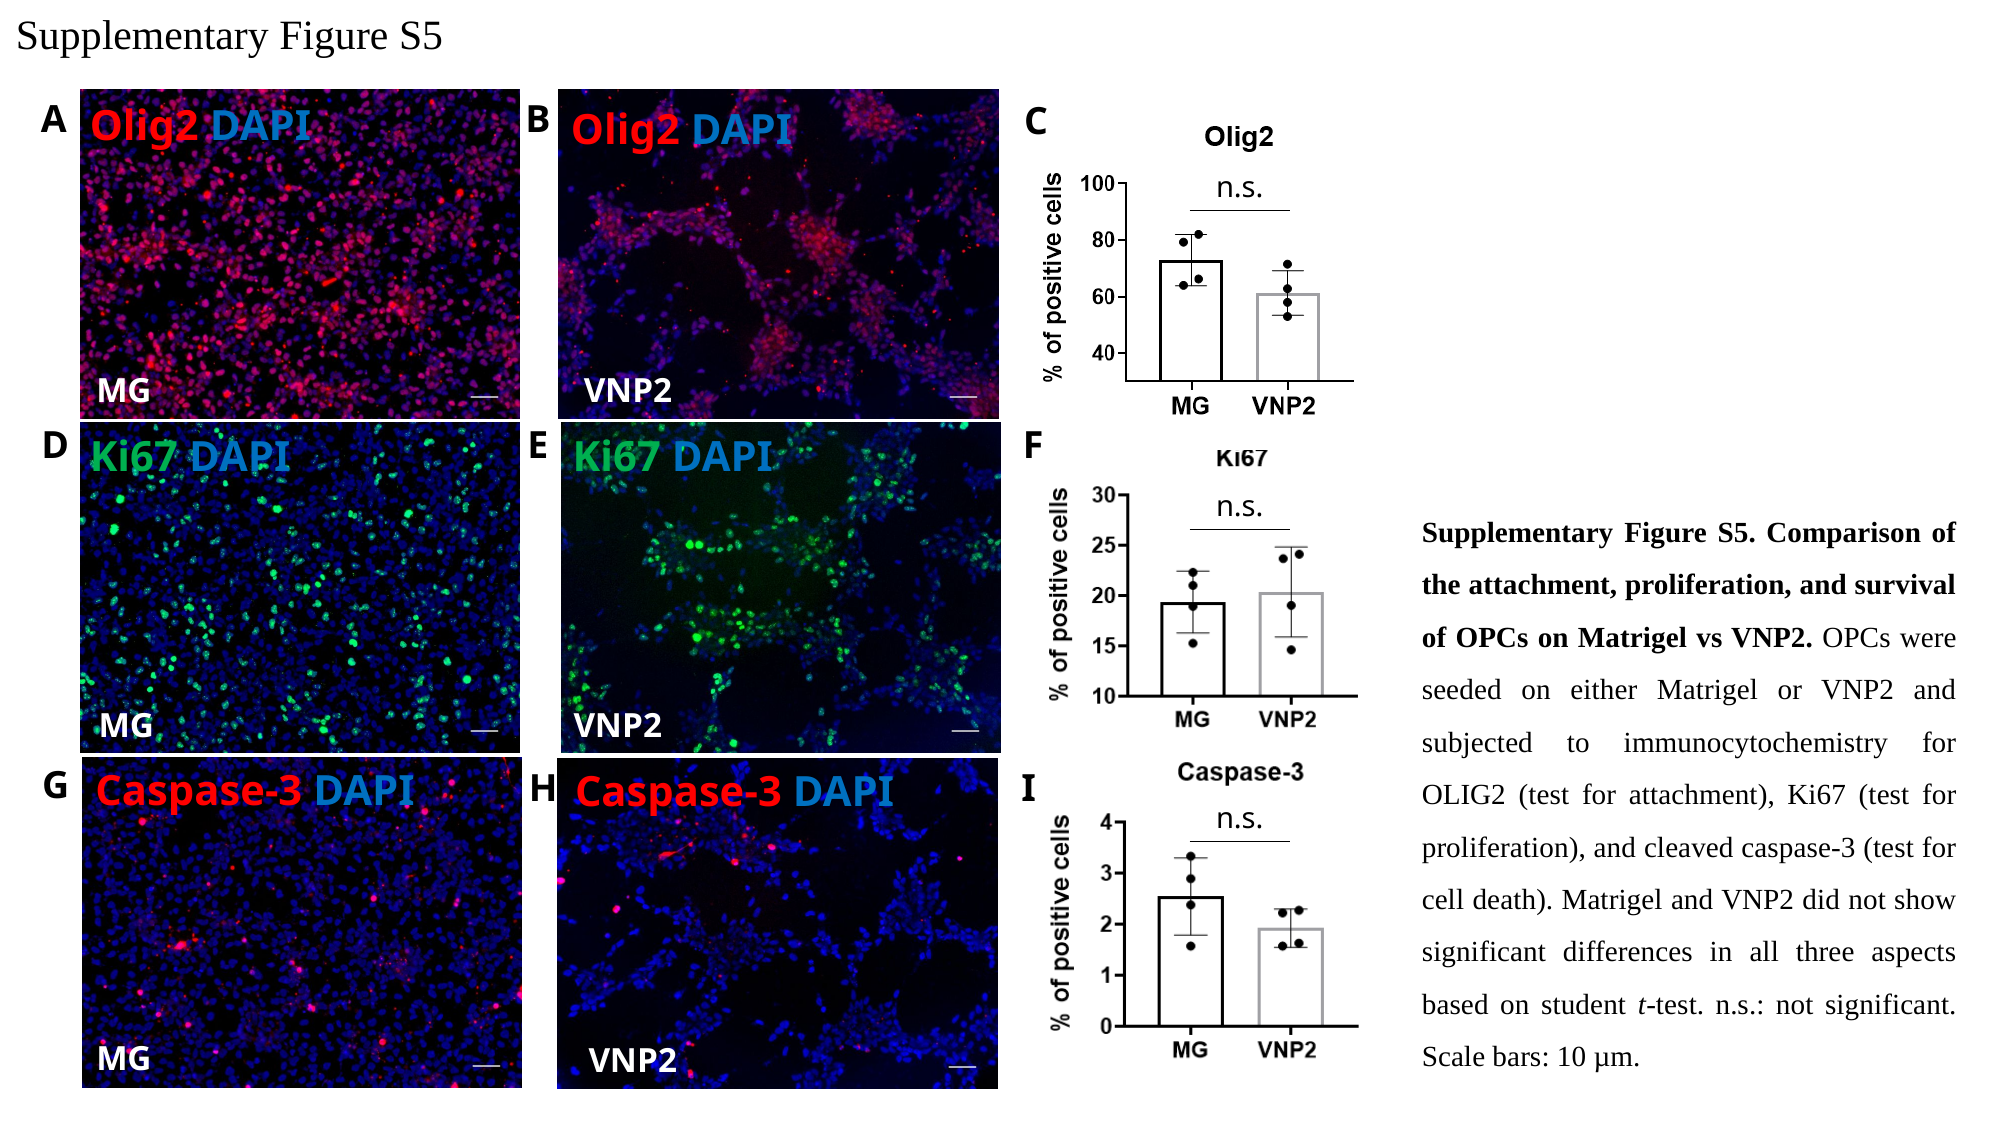

Supplementary Figure S5
B
A
C
Olig2 DAPI
Olig2 DAPI
n.s.
MG
VNP2
D
E
F
Ki67 DAPI
Ki67 DAPI
n.s.
Supplementary Figure S5. Comparison of the attachment, proliferation, and survival of OPCs on Matrigel vs VNP2. OPCs were seeded on either Matrigel or VNP2 and subjected to immunocytochemistry for OLIG2 (test for attachment), Ki67 (test for proliferation), and cleaved caspase-3 (test for cell death). Matrigel and VNP2 did not show significant differences in all three aspects based on student t-test. n.s.: not significant. Scale bars: 10 µm.
MG
VNP2
G
Caspase-3 DAPI
H
I
Caspase-3 DAPI
n.s.
MG
VNP2

## Slide 6
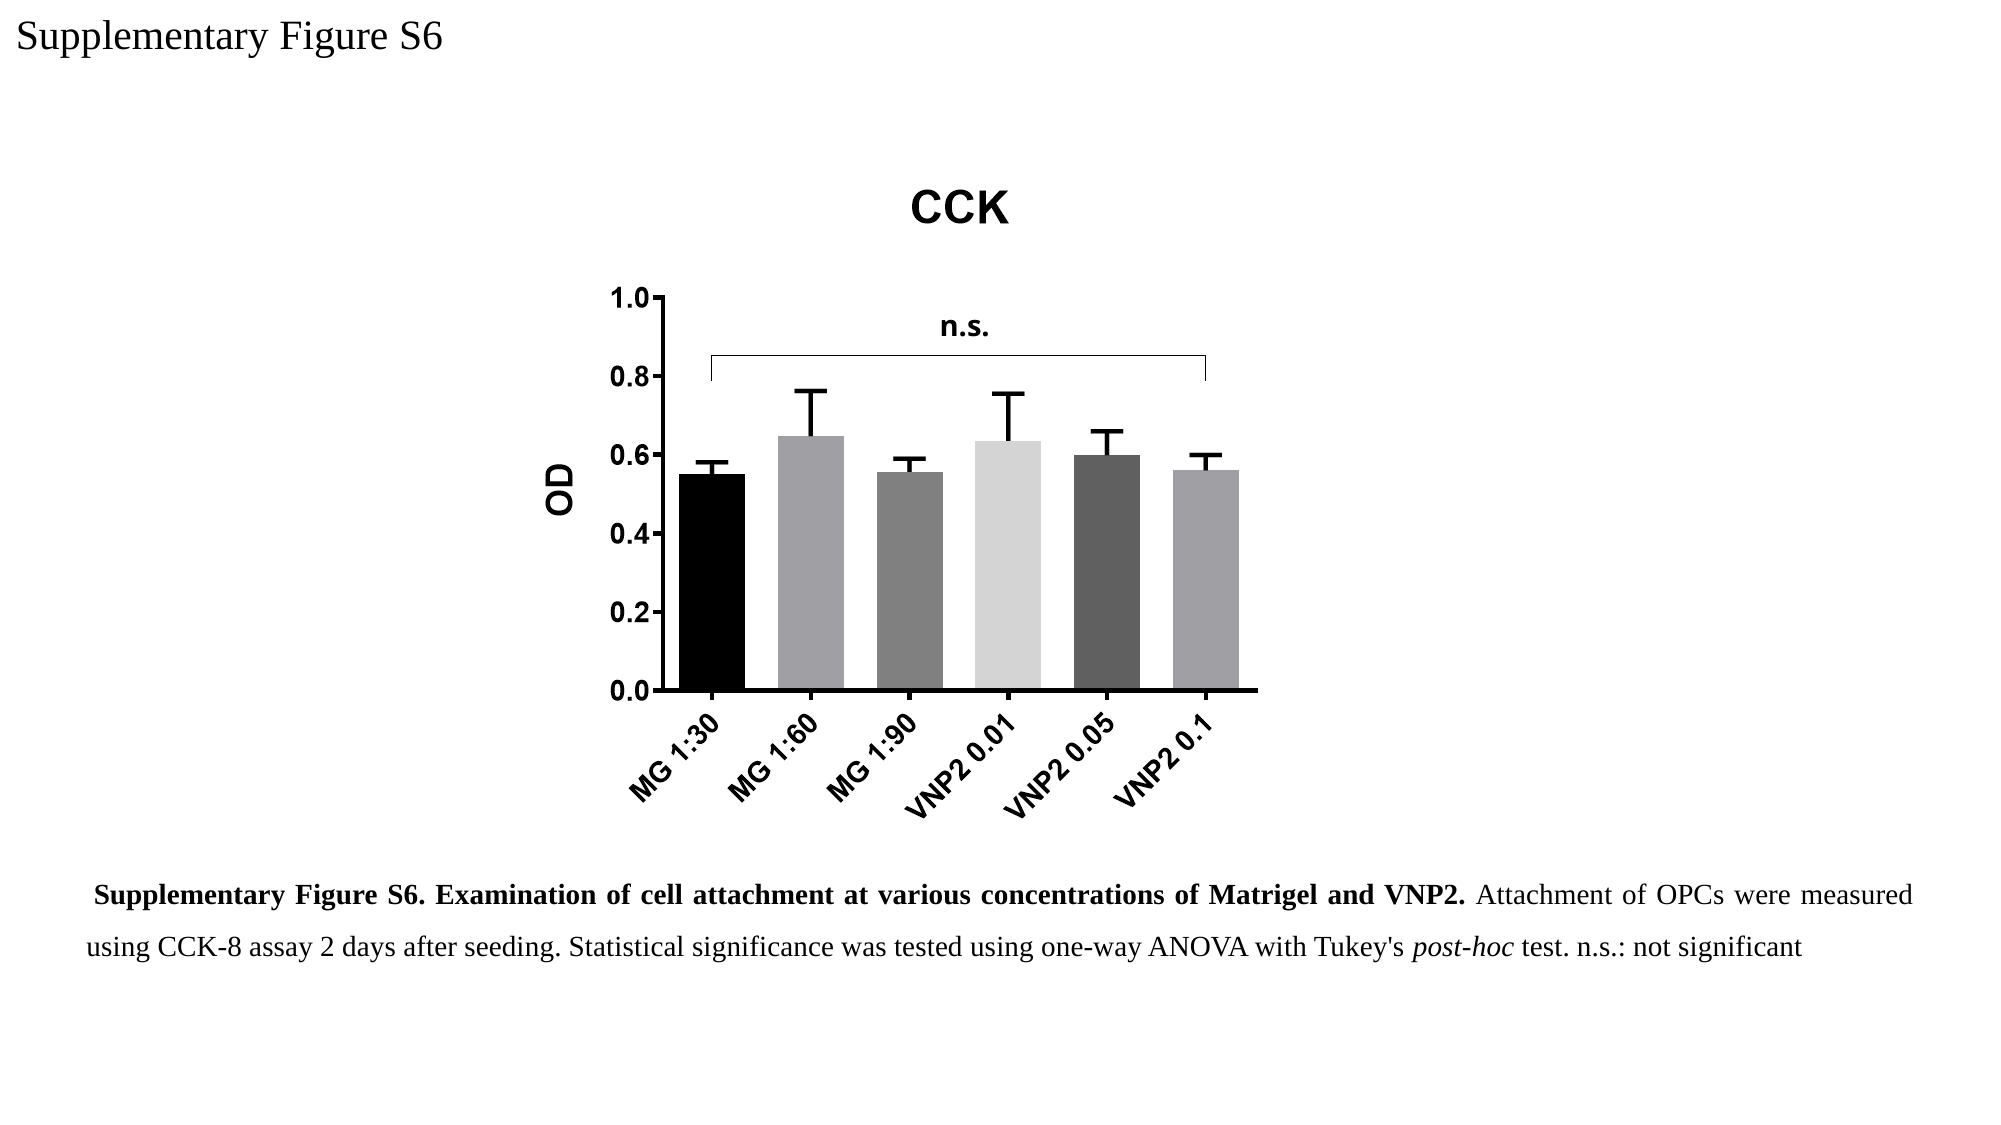

Supplementary Figure S6
n.s.
 Supplementary Figure S6. Examination of cell attachment at various concentrations of Matrigel and VNP2. Attachment of OPCs were measured using CCK-8 assay 2 days after seeding. Statistical significance was tested using one-way ANOVA with Tukey's post-hoc test. n.s.: not significant

## Slide 7
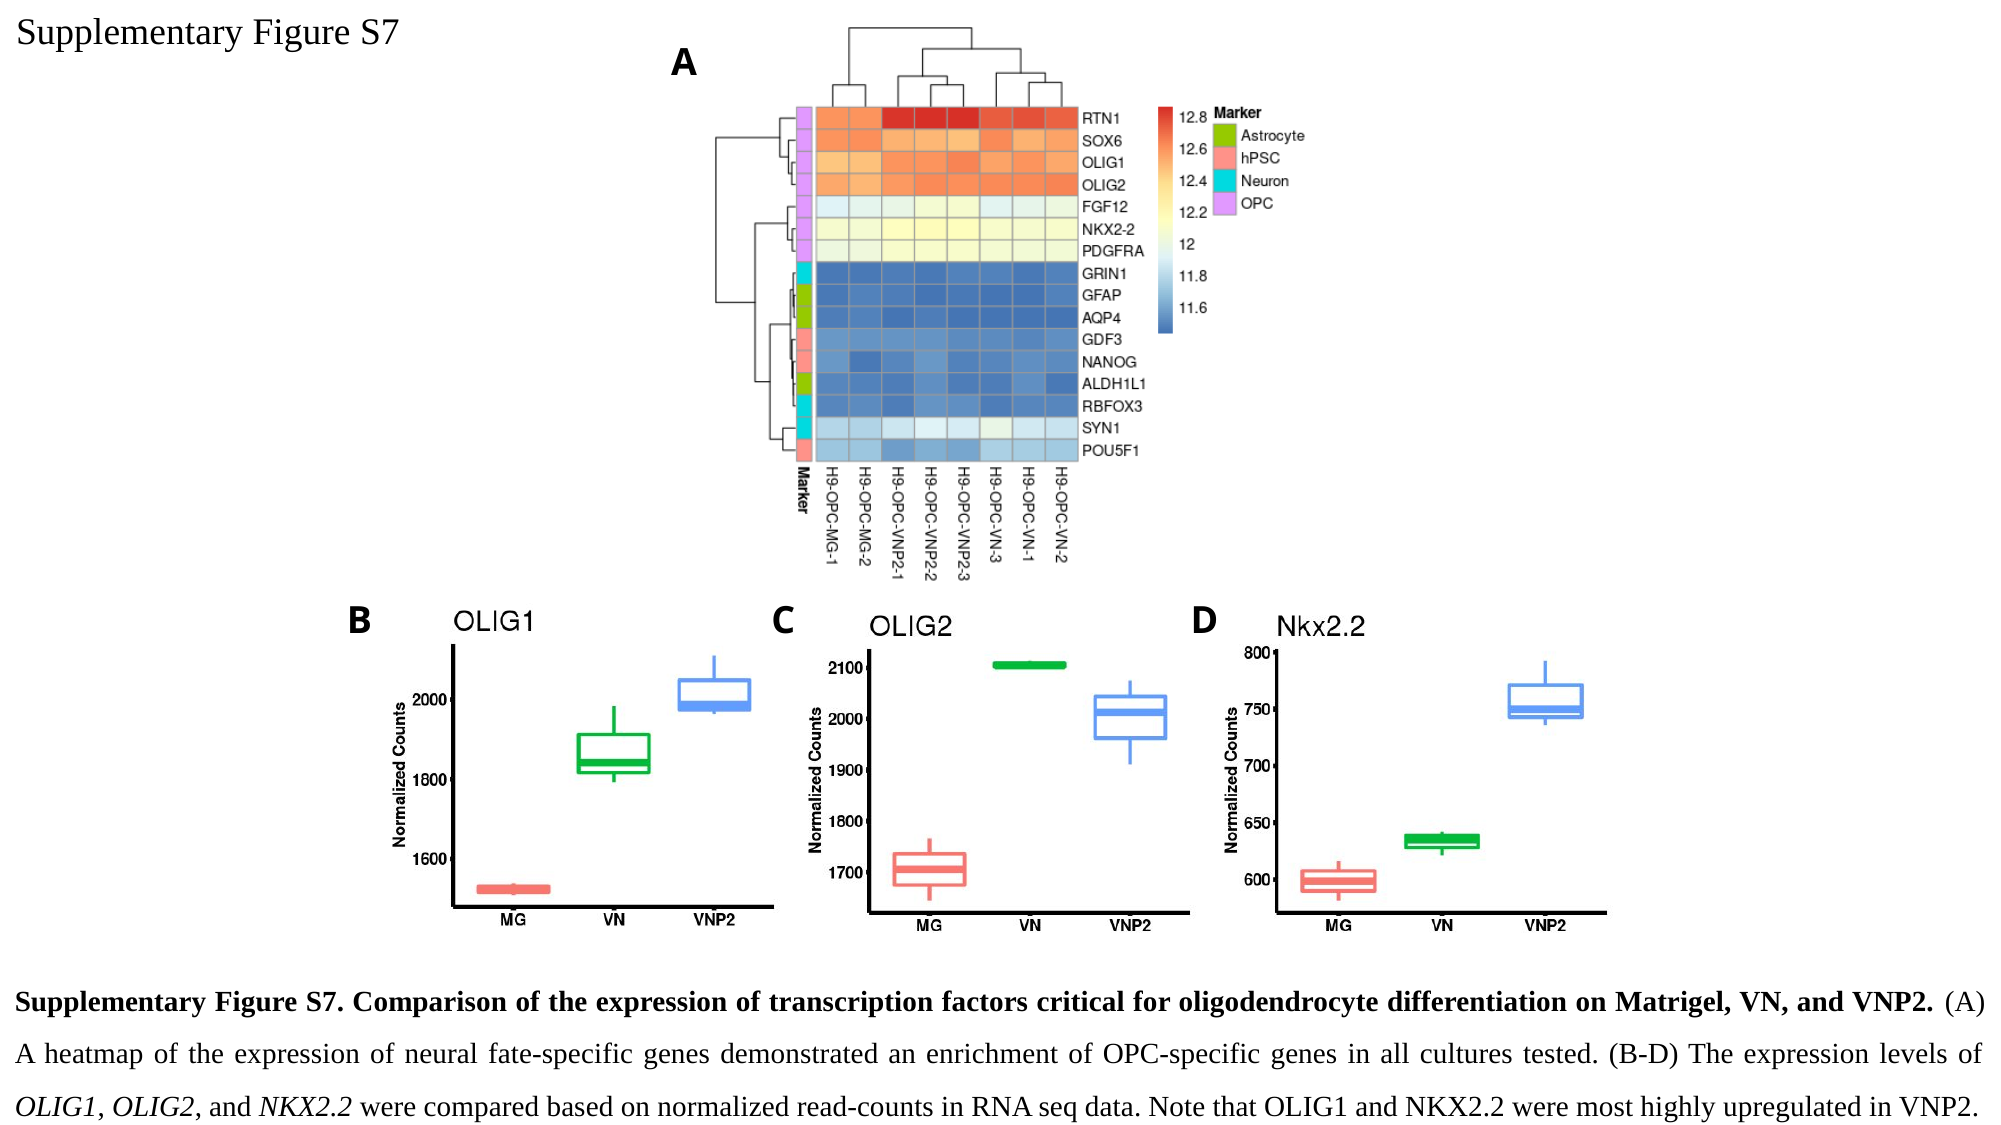

Supplementary Figure S7
A
B
C
D
Supplementary Figure S7. Comparison of the expression of transcription factors critical for oligodendrocyte differentiation on Matrigel, VN, and VNP2. (A) A heatmap of the expression of neural fate-specific genes demonstrated an enrichment of OPC-specific genes in all cultures tested. (B-D) The expression levels of OLIG1, OLIG2, and NKX2.2 were compared based on normalized read-counts in RNA seq data. Note that OLIG1 and NKX2.2 were most highly upregulated in VNP2.

## Slide 8
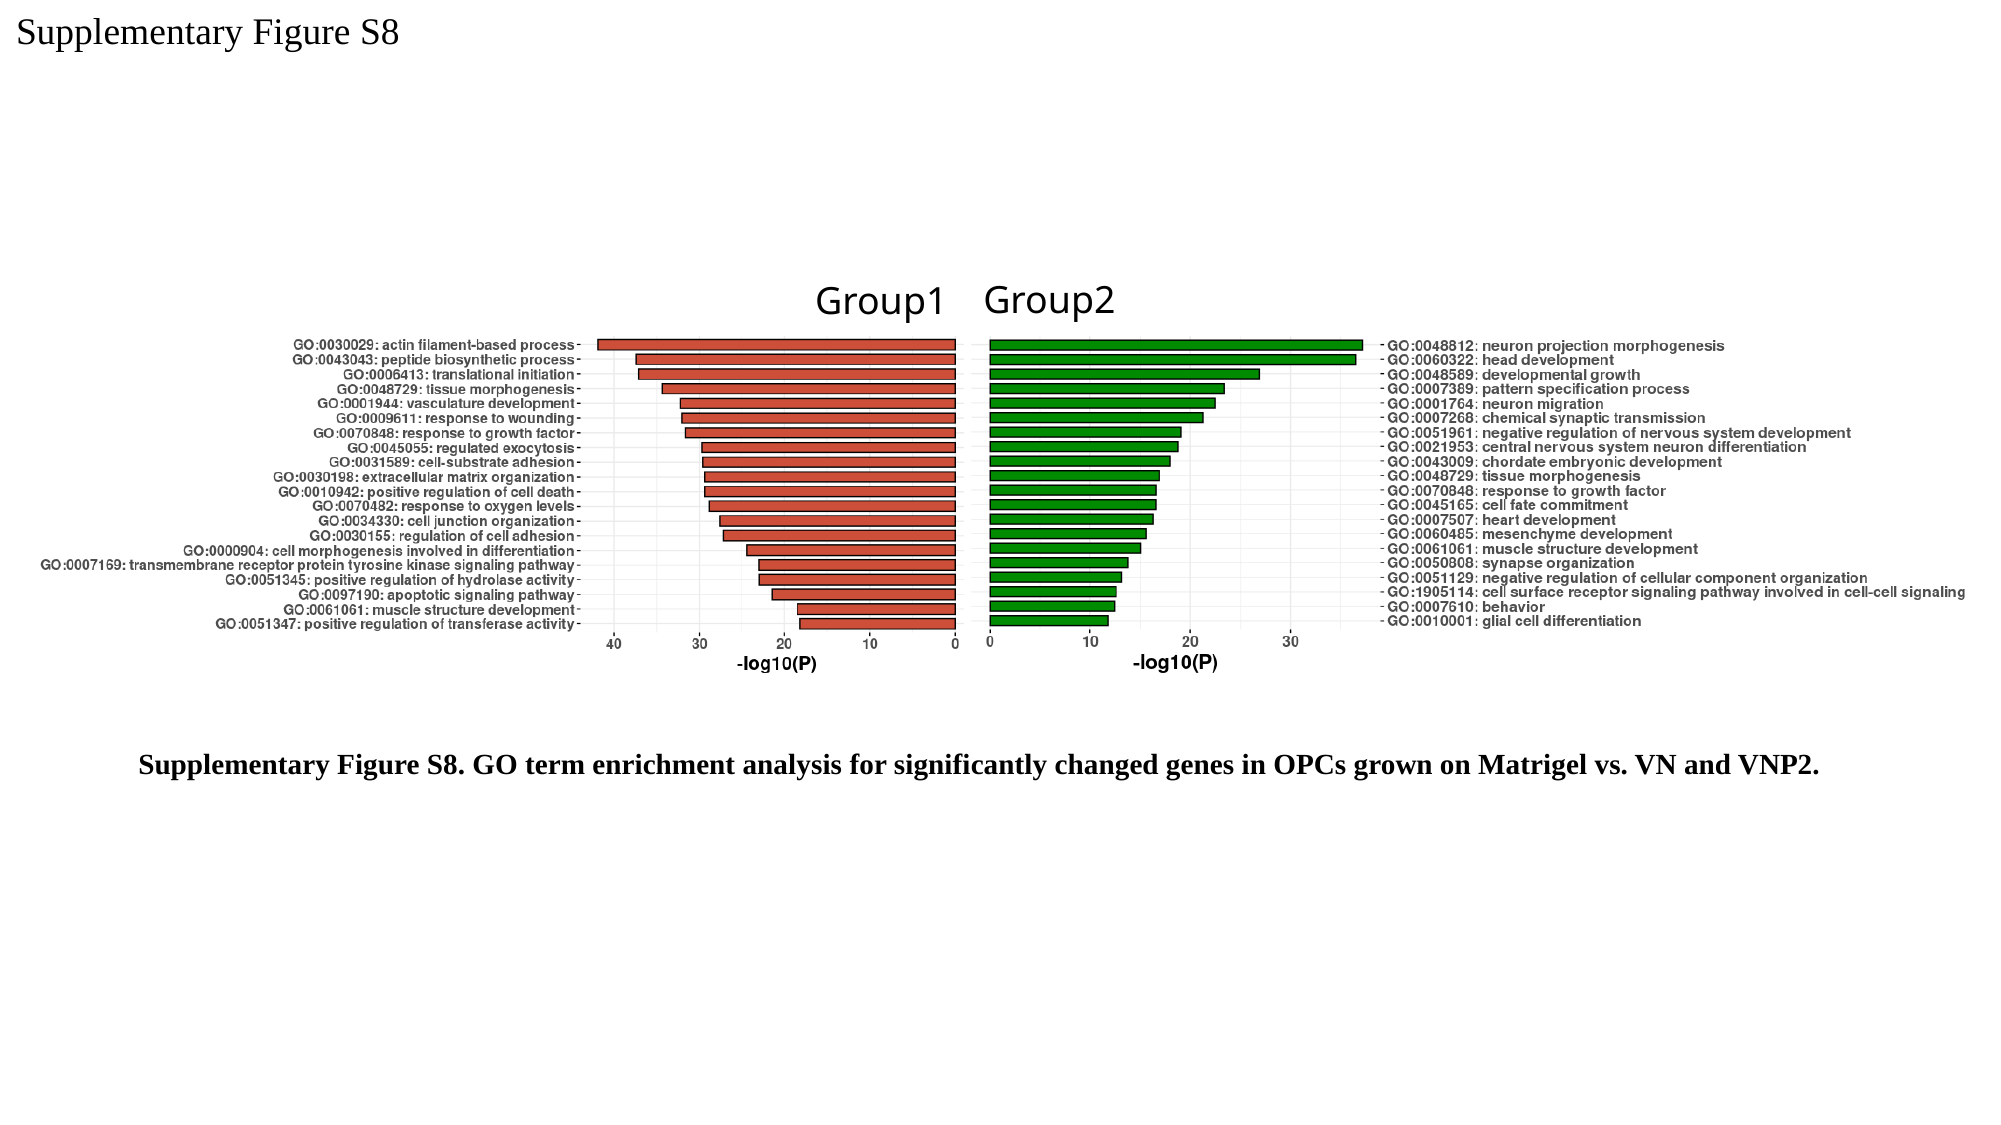

Supplementary Figure S8
Group2
Group1
Supplementary Figure S8. GO term enrichment analysis for significantly changed genes in OPCs grown on Matrigel vs. VN and VNP2.

How the deposited data were processed for this re-analysis (not part of the article)

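The RNA-seq of the article compared OPCs from the H9 line after 2 days on Matrigel, on VN and on VNP2, and 8 libraries were used here (2, 3 and 3). The authors trimmed adapters with TrimGalore and ran Salmon against the GENCODE v32 transcripts of GRCh38, which gave estimated counts per transcript for each library; these estimated counts were deposited as they came from Salmon, not whole and not normalized. The deposited TPM values of the authors are Salmon's abundances per transcript, and they served here only to weight transcript lengths. The authors also deposited a table of normalized counts per gene, a signal made by importing the transcript estimates into DESeq2 with tximport and dividing by its normalization factors. That table holds 23350 genes, of which 22837 were matched to the annotation, and it was used for checks and for 1 alternative.

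The estimated counts of the libraries are listed beside the first sequencing result. Between 98.8 and 98.9% of them fell in transcripts matched by identifier to GENCODE v29 (GRCh38), through 205225 of the 226608 transcripts, and 58217 genes had at least 1 matched transcript. Transcripts of the authors' release that the older one lacks were left out, which lowers the counts of some genes. The counts of each gene were set beside the authors' table: for 13109 genes, 93.6 to 93.7% of the values were identical to those of the same library's column, and at most 1.03% to those of any other column. Counts were summed per gene, rounded to whole numbers, and fitted with offsets for average transcript length in the manner of tximport.

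Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which kept 18201. One quasi-likelihood fit with TMM normalization in edgeR 4.0.16 (R 4.3.3) held all 8 libraries, without a block for replicate number, and its common dispersion was 0.00370. The fit was tested across the 3 substrates and for the 3 pairs, with two-sided tests and Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05, and a change of 1.5-fold was asked for where stated. Sampling alone gives a count of 100 an error of 10%, so genes below that level have wide standard errors. Principal components used log2 CPM with a prior count of 2 on the 500 most variable genes.

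Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over all 81 tests of 27 lists and 3 comparisons, and again with fry and with an estimated correlation. The lists were fixed before the data were examined: G2/M phase, S phase, motile cilia, cytoplasmic microtubule transport, glutamate receptors, chloride channels, oligodendrocyte lineage, neurons, motor neurons, neural crest, pluripotency, hypoxia, integrin subunits, YAP and SRF induced genes, FGF feedback inhibitors, FGF and ERK induced genes, cytoplasmic ribosomal proteins, the markers of Figure S7A, the clusters of Figure 7C, and the dyneins and the tubulin of the Discussion. Lists of mesenchymal and of TGF-beta induced genes were added after the values were seen. Their tests were adjusted together with each other, apart from the 81, which is a milder adjustment. Group 2 was approximated by genes changed across the substrates and lowest on Matrigel, and each list's share of it was tested with Fisher's exact test, two-sided. The gene groups of the article were formed with DEGreport and its enrichments with Metascape, neither of which was used here.

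Named genes are those in the article's text, in Figures 6C, 7A, 7C and S7, and in the lists, and for each pair of substrates the 5 with the largest rise and the 5 with the largest fall among called genes with a mean normalized count of at least 100 and no overlap between libraries. Any other is said to have been chosen after its values were seen.

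The alternatives were DESeq2 1.42.0 with its size factors, RLE normalization, no length offsets, no filter (at least 1 count), at least 50 counts in every library, a replicate block, only the libraries of the pair compared, limma on the log2 of the authors' normalized counts with a pseudocount of 1, and each library left out in turn. Chosen after the data were seen were DESeq2 on genes with at least 10 counts in total, the same with fold changes shrunken by apeglm 1.24.0, removal of a smooth trend on GC content and length from each library, and a separate Matrigel library for each contrast. Unchanged groups were simulated 20 times from the fitted dispersions. To weigh GC content and length, 10000 random lists were drawn per list, each gene replaced by 1 of its 200 nearest neighbours in GC content, transcript length and mean normalized count. Lists described as matched on GC content and length were thus matched on the mean count as well.

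The scripts (R, and Python 3.11.15 with pandas 2.3.3) were tested on simulated data of 17989 genes, in which all 200 changed genes were called, 12 unchanged genes were called, and none was called in a contrast without changes. The simulated changes were larger than most of those discussed here and lay in genes with a mean of at least 100 counts. Their recovery therefore says little about small changes or genes with few counts. The error of the log2 fold changes had a median of 0.00314 and an SD of 0.103. The other experiments of the article, such as immunostaining and quantitative PCR, were not analysed here. Values of some single genes are not reported here.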

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

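The rule for this part was written after the values were seen, and so were all its tests of explanations: it takes the fixed lists whose change from Matrigel passed camera, fry and camera with an estimated correlation, apart from the FGF and ERK induced genes, which are treated with the Sprouty genes.

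Genes induced by YAP and SRF were lower on VN and VNP2 (n = 3 each) than on Matrigel (n = 2), with median log2 fold changes of −1.12 and −1.055 (limma's camera, Benjamini-Hochberg adjusted p = 7.75e-30 and 1.12e-29). With an estimated correlation the Benjamini-Hochberg adjusted p of limma's camera was 0.0345 on each, the highest over 15 alternatives. All 17 genes were called lower on VN and on VNP2, and 17 adjusted over the list alone. ANKRD1 went from 6422 normalized counts on Matrigel to 448 on VN and 357 on VNP2, CCN1 from 10363 to 3211 and 2389, and CCN2 from 37037 to 14783 and 19050.0. Between VN and VNP2 the list was not past the threshold (median −0.050; limma's camera, Benjamini-Hochberg adjusted p = 0.0721).

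Library size and GC content or transcript length were excluded as explanations for this fall. A larger Matrigel library would need a difference in size, and the largest Matrigel library held 1.003 times the counts of the largest other library. GC content or transcript length would need random lists matched on them to fall as far, and the lowest of 10000 had a median of −0.249 on VN. Contamination by mesenchymal cells in the Matrigel cultures would leave their abundant genes lower on VN and VNP2, if the level per cell stayed the same. Of the 6 most abundant genes of a mesenchymal list, COL1A2, COL6A3, LUM and DCN were called higher on VN and COL1A1 lower, at −0.54, and on VNP2 5 were called higher and 1 lower. Most of these genes argue against contamination, but RNA from whole cultures cannot separate the share of cells from the level per cell. Contamination was therefore not excluded. The whole list had a median of 0.17 on VN (limma's camera, Benjamini-Hochberg adjusted p = 0.0491; 8 called adjusted over the list alone), a call lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.114 in limma's camera); PRRX1 was called lower as well. TGF-beta in Matrigel may account for part of it: TGF-beta induced genes were lower on VN, with a median of −0.27 (limma's camera, Benjamini-Hochberg adjusted p = 0.00241), and on VNP2, with −0.42 (Benjamini-Hochberg adjusted p = 0.000865 by limma's camera; 3 and 8 genes called adjusted over the list alone). Both calls were lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.0868 on each in limma's camera). The TGF-beta list was chosen after the fall was seen, and its tests were adjusted only together with those of the mesenchymal list. Its median was far smaller than that of the YAP and SRF induced genes. A lower YAP or SRF activity on VN and VNP2 was not tested apart from the list itself.

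Integrin subunit genes were lower on VN than on Matrigel, with a median log2 fold change of −0.26 (n = 3 and 2; limma's camera, Benjamini-Hochberg adjusted p = 0.000476). Of the 19 tested genes 15 were lower, 9 were called lower, and 9 were called adjusted over the list alone. With an estimated correlation the Benjamini-Hochberg adjusted p of limma's camera was 0.0447, the highest over the alternatives. Of 10000 random lists matched for GC content or transcript length, 3 had a median as low, so these were excluded as the explanation for integrin subunits. On VNP2 the median was −0.28 (limma's camera, Benjamini-Hochberg adjusted p = 0.0108), with 10 called adjusted over the list alone, and this call was lost with the estimated correlation. ITGA3 fell by 1.27 (SE 0.0864) on VN, from 2413 to 1002 normalized counts. A biological explanation through the proteins of each substrate was not tested.

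Neuron genes were higher on VN, with a median log2 fold change of 0.24, and on VNP2, with 0.43, than on Matrigel (limma's camera, Benjamini-Hochberg adjusted p = 1.43e-06 and 7.15e-14; n = 3, 3 and 2). Of 15 genes 12 and 13 were called adjusted over the list alone. With an estimated correlation the Benjamini-Hochberg adjusted p was 0.0252 and 0.0122 by limma's camera, the highest over the alternatives. GC content or transcript length was excluded, since the highest median among 10000 matched random lists was 0.160 on VN. STMN2 rose by 0.50 (SE 0.0433) on VN and 0.72 (SE 0.0434) on VNP2. RTN1, an OPC marker of Figure S7A, belongs to this list as well. Whether more cells or a higher level per cell raised these genes was not tested, since the RNA came from whole cultures.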

How the results depend on the processing

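Among the alternatives below, DESeq2 on genes with at least 10 counts in total, its shrunken fold changes, the GC content and length trend and the separate Matrigel libraries were chosen after the data were seen. Of the counts and summary values under alternatives, 116 stayed within their limits and 24 moved. Of the values for gene lists, 741 kept their direction and their side of the threshold, 65 became weaker, 2 stronger and 6 reversed. Of the values for named genes, 1575 were the same, 41 weaker, 4 stronger, 28 moved and 3 reversed.

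Asking for a change of at least 1.5-fold, by construction, lowered the genes changed across the 3 substrates from 3518 to 1152, on VN against Matrigel from 2778 to 664, on VNP2 against Matrigel from 3016 to 984, and on VNP2 against VN from 928 to 292. With shrunken fold changes in DESeq2 the last count was 201. No other tool, normalization or filter moved a count of changed genes by more than 1.5 times. Fits that each left out one library gave 2651 to 4975 genes across the substrates, 1872 to 3899 for VN against Matrigel, 2097 to 3608 for VNP2 against Matrigel, and 547 to 1996 for VNP2 against VN. The highest of each came without VN replicate 1, and the cause was not tested. No call was made for a comparison in which Matrigel would keep 1 library.

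The share of changed genes with Matrigel at one end, 85.7%, was 84.06% without a filter and 76.04% by the nearest profile of Figure 6B, and 82.0 to 88.4% across the fits that each left out one library. With replicate numbers as a block it was 84.5%, and the counts of changed genes stayed within 1.5 times. The replicate numbers do not appear to pair the libraries: over 12996 genes, deviations of 7 same-numbered pairs correlated at −0.112 to 0.14, with 1 pair over 0.1.

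The correlation of the VN and VNP2 changes, 0.686, was 0.585 without a filter, 0.796 among genes with at least 50 counts in every sample, where sampling noise is smaller, and 0.61 to 0.782 across the fits that each left out one library. With a separate Matrigel library for each contrast it averaged 0.361. The shared control was then gone, but each contrast also rested on a single Matrigel library. Their shares in the fall were not separated. The separation of the substrates by principal components kept its exact p under 0.05 in every setting, the highest being 0.019 (exact permutation test, one-sided, without VNP2 replicate 1; n = 2, 3 and 2).

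Of 46 list tests past the threshold, 44 held under fry, all but the ribosomal proteins on VNP2 against Matrigel and against VN, and 17 with an estimated correlation. The 17 were the YAP and SRF induced genes on VN and VNP2 against Matrigel; the integrin subunits on VN; the FGF and ERK induced genes on VN; the neurons in all 3 comparisons; the G2/M genes, motile cilia and FGF feedback inhibitors between VN and VNP2; the clusters MCODE1 to MCODE4 between VN and VNP2; MCODE1 and MCODE2 on VNP2 against Matrigel; and MCODE4 on VN against Matrigel. Fits that each left out one library called 43 to 48 tests.

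The direction of the cytoplasmic microtubule transport list reversed, although its median stayed near 0 in every setting. On VN the main value was −0.043, and it was −0.037 in DESeq2, where camera's direction was up, and 0.0037 with the GC content and length trend removed. On VNP2 the main value was −0.021 with camera's direction up, and the direction was down without length offsets, with a median of −0.037, with the replicate block, with −0.058, without VNP2 replicate 1, with −0.026, and under fry, with −0.021; the fits that each left out one library gave −0.026 to −0.016. DNALI1 on VN ranged from −0.00010 to 0.203 across such fits. ESYT2 between VN and VNP2 was −1.23, and 0.15 with limma on the authors' normalized counts, which include transcripts not matched here. MBP on VN was 0.10, and −0.14 without length offsets. For the other reversals the cause was not tested.

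The depth limits the genes with few counts: SOX10, MAG, MOG, GFAP and AQP4 could not be tested. With 2 Matrigel libraries, small changes from Matrigel can also go uncalled.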

Differences from the paper's values

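Among the settings named here, the shrunken fold changes were chosen only after the values were seen.

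The first principal component held 24.7% of the variance, against about 76% in Fig. 6A, read by eye from the paper's figure. Of the alternatives set before the data were examined, the variance stabilizing transformation, with 70.2%, came within the limit of 1.5 times, while all tested genes, with 27.2%, and the fits that each left out one library, with 20.6 to 29.3%, did not.

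At least 1.5-fold higher on VNP2 than on VN were 190 genes here, against 116 in the paper's Table S3. Of the alternatives set before the data were examined, the gap closed to within 1.5 times for genes with at least 50 counts in every sample (133), and without VN replicate 2 (152), VN replicate 3 (150), VNP2 replicate 1 (147), VNP2 replicate 2 (163) or VNP2 replicate 3 (153). It did not close with DESeq2 and its size factors, RLE normalization, no length offsets, no filter, a replicate block, the libraries of the pair only, limma on the authors' normalized counts, or without a Matrigel library or VN replicate 1 (176 to 235). Fold changes shrunken in DESeq2 on genes with at least 10 counts in total, chosen after seeing the values, gave 139.

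At least 1.5-fold lower on VNP2 than on VN were 102 genes here, against 49 in the paper's Table S3. Of the alternatives set before the data were examined, genes with at least 50 counts in every sample (57) and the fit without VNP2 replicate 3 (73) came within 1.5 times. The others did not (80 to 166). The shrunken fold changes, chosen after seeing the values, gave 62.

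LAMA4 had a log2 fold change between VN and VNP2 of 1.04 here, against 0.873 in the paper's Table S3, more than the paper's SE of 0.0886 apart. Of the alternatives set before the data were examined, limma on the authors' normalized counts (0.890) and the fit without VN replicate 1 (0.956) came within it, and the others did not (0.989 to 1.13).

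The paper's text has OLIG1 highest on VNP2. Here its mean was highest on VNP2, but the difference from VN was not called (log2 fold change 0.11; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.268, 0.0678 to 0.548 over 15 alternatives; n = 3 each). The paper's text has NKX2.2 in group 2, the genes upregulated on VN and VNP2 against Matrigel. By the approximation of group 2 used here it belonged there too, being changed across the substrates and lowest on Matrigel. In the test of VN against Matrigel alone NKX2-2 was not called (0.079; edgeR, Benjamini-Hochberg adjusted p = 0.462, 0.338 to 0.7001 over 15 alternatives; n = 3 and 2).

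The paper names TUBB4A among the genes that rose on VN and on VNP2. On VN it was not called (0.12; edgeR, Benjamini-Hochberg adjusted p = 0.321, 0.129 to 0.649 over 15 alternatives; n = 3 and 2). It also names 5 dyneins, of which DNAH1 alone was called on VN, although all 5 were changed across the substrates and lowest on Matrigel. As a list they were not past the threshold on VN with camera (Benjamini-Hochberg adjusted p = 0.0539 in limma) but were with limma's fry (Benjamini-Hochberg adjusted p = 0.0360).

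The paper relates genes higher on VN and VNP2 to glutamate receptors. On VN their list was not past the threshold (median 0.17; limma's camera, Benjamini-Hochberg adjusted p = 0.270, 0.125 to 0.755 over 15 alternatives; n = 3 and 2).

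The paper's Results have VNP2 lower neural crest differentiation relative to VN, and give neural crest cell migration as a term for the genes lower on VNP2. That term was not tested here, and the fixed list is another set of genes, so it bears on the statement only indirectly. As a list, neural crest genes were not lower on VNP2, and not past the threshold (median 0.15; limma's camera, Benjamini-Hochberg adjusted p = 0.158, 0.0324 to 0.442 over 17 alternatives; n = 3 each). Under fry, and among genes with at least 50 counts in every sample, the list was past it and higher on VNP2. MITF was lower, at −0.90 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00288).

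Not every gene of Table S3 was called here, but 158 of 165. Without a filter all 165 were called, and 163 in DESeq2 with its size factors.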

Other observations

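Of the tests in this part, those of cytoplasmic microtubule transport, of FGF and ERK induced genes and of other groupings of the libraries were written before their results were seen; all others, and the limits for matched random lists, were chosen afterwards. So was the reading that a list not past the threshold, with called genes in both directions, decides nothing by its median; until then cytoplasmic transport and fewer dividing cells had been read as excluded.

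The dyneins named in the Discussion belong to the axonemes of motile cilia. If they rose with transport along microtubules in the cytoplasm, the list for that transport would rise too, and on VNP2 (n = 3) its median log2 fold change from Matrigel (n = 2) was −0.021. Since 4 of its genes were called higher and 3 lower, a median near 0 decides little, and cytoplasmic transport as a source of the rise cannot be told apart from its absence. The motile cilia list, which holds none of these dyneins, rose on VNP2, with a median of 0.34, so a motile cilia programme is consistent with the rise of the dyneins there, although its axonemal dynein DNAH5 fell. On VN the list's median was 0.052 and the dyneins as a list were not past the threshold, so a motile cilia programme and its absence cannot be told apart. Between VN and VNP2 the motile cilia list had a median of 0.28 and the dyneins 0.39 (limma's camera, Benjamini-Hochberg adjusted p = 1.69e-09 and 0.000466; 18 and 4 called adjusted over the list alone). The paper chose the dyneins on these samples, so they are not independent evidence.

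The paper proposes negative regulation of FGFR signaling as a mechanism of VNP2. Sprouty genes, which inhibit that signaling, were higher on VNP2 than on VN, but they are also induced by it, and under stronger FGF and ERK signaling other induced genes would rise with them. Genes induced by FGF and ERK had a median log2 fold change of 0.335 between VN and VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.000212; n = 3 each), with 11 called adjusted over the list alone, which is consistent with stronger signaling on VNP2 than on VN. The call was lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.0670 in limma's camera). Against Matrigel, however, the same list was lower on VN, with −0.54, and on VNP2, with −0.64 (limma's camera, Benjamini-Hochberg adjusted p = 4.61e-09 and 0.00122; n = 3, 3 and 2; 11 called adjusted over the list alone on each); 10 genes were called lower and 1 higher on VN, and 8 lower and 3 higher on VNP2, where the call of the list was lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.0874 in limma's camera). The feedback inhibitors had −0.077 on VN and 0.20 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.0985 and 8.28e-06; 1 and 8 called adjusted over the list alone).

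Of the 10 ways to split the VN and VNP2 libraries into groups of 3 and 3, 1 gave as many changed genes, the true one with 928; the others gave 0 or 1, with 461 to 1881 genes at an unadjusted p under 0.05, against 3600 for the true one. The rank of the true split decides nothing by itself, since 1 of 10 is its lowest possible value. The sizes, however, argue against a coincidence of grouping for the changed genes as a set, with 928 against 0 or 1. Between these libraries 4290 of the 18201 tested genes were without overlap, where 10% would be by chance. These counts come from the same 6 libraries, and weighing their sizes was chosen after the values were seen.

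VN replicate 1 lay apart from the other VN libraries, and its deviation per gene correlated with GC content (0.318) and with transcript length (−0.265). Its robust SD was 0.139 on the log2 scale and 0.109 after a trend on these was removed, against 0.104 and 0.101 before and 0.0904 and 0.0929 after for the other VN libraries, so GC content and transcript length may account for part of the deviation but not for all of it. A separate batch was not tested, since the labels give none.

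Genes of the G2/M phase were lower on VNP2 than on VN, with a median log2 fold change of −0.19 (limma's camera, Benjamini-Hochberg adjusted p = 1.26e-23; n = 3 each), and 40 were called adjusted over the list alone. GC content or transcript length did not account for it, since the lowest median of 10000 matched random lists was −0.046. Fewer dividing cells would lower S phase genes as well, and these had a median of −0.0077. With 1 S phase gene called higher and 1 lower, fewer dividing cells and an unchanged share of them cannot be told apart by this list. The substrate itself remains, and no further biological explanation was tested.

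Pluripotency genes were lower on VNP2 than on VN, with a median of −0.225 (limma's camera, Benjamini-Hochberg adjusted p = 0.00117, 6.52e-05 to 0.837 over 17 alternatives; n = 3 each; 9 called adjusted over the list alone). The median was −0.424 to −0.0845 across the fits that each left out one library, and 0.026 among genes with at least 50 counts in every sample. Of 10000 lists matched on GC content and transcript length 41 were as low, so these did not account for it. TDGF1 fell by 2.44 (SE 0.310) while L1TD1 changed by −0.225 (SE 0.211), so whether fewer residual pluripotent cells were present cannot be told apart from other causes. Against Matrigel the medians were 0.30 on VN and −0.39 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.240 and 0.0985; n = 3, 3 and 2). With limma's fry the list was past the threshold and lower on VNP2 (Benjamini-Hochberg adjusted p = 0.00529). Of the 10000 matched lists 7 were as low there.

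Cytoplasmic ribosomal protein genes had medians of −0.16 on VN and −0.069 on VNP2 against Matrigel, and 0.081 between VN and VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 3.17e-15, 4.15e-05 and 1.69e-09; 51, 3 and 0 called adjusted over the list alone, the last with 29 at an unadjusted p under 0.05). Of 10000 lists matched on GC content and length, 0 were as low on VN and 5425 on VNP2, and 0 were as high between VN and VNP2. On VN, however, the lowest of them had −0.1596 and their typical median was −0.0985, and with the GC content and length trend removed the ribosomal genes had −0.0789, so much of that fall was shared by matched genes. With an estimated correlation all 3 calls were lost. Hypoxia genes had −0.13 on VN and −0.20 on VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 0.00802 and 0.00199; 8 called adjusted over the list alone on each), and motor neuron genes 0.45 and 0.84 (limma's camera, Benjamini-Hochberg adjusted p = 0.0169 and 0.000506; 2 and 6 called adjusted over the list alone). On VN the call of the motor neuron genes was lost in DESeq2, without VN replicate 1 and with at least 50 counts in every sample, as was that of the hypoxia genes with at least 50 counts. With an estimated correlation both lists lost the call on VN and on VNP2.

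Neurons as a list also differed between VN and VNP2, with a median of 0.21 (limma's camera, Benjamini-Hochberg adjusted p = 5.81e-12; n = 3 each; 12 called adjusted over the list alone). Mesenchymal genes on VNP2 had a median of 0.29 against Matrigel (limma's camera, Benjamini-Hochberg adjusted p = 0.0201; 8 called adjusted over the list alone). That call was lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.0868 in limma's camera). The clusters MCODE2, MCODE3 and MCODE4 of Figure 7C, chosen by the paper on these samples and so not independent evidence, had medians of 0.77, 0.87 and 0.79 between VN and VNP2 (limma's camera, Benjamini-Hochberg adjusted p = 7.10e-13, 5.83e-10 and 2.04e-08; 6, 6 and 5 called adjusted over the list alone). Against Matrigel, MCODE4 was lower on VN, with −0.52, and not past the threshold on VNP2, with 0.13 (limma's camera, Benjamini-Hochberg adjusted p = 0.000149 and 0.809; n = 3, 3 and 2).

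The neuron, astrocyte and pluripotent stem cell markers of Figure S7A and the tubulin of the Discussion, also chosen by the paper and so not independent evidence, were not past the threshold as lists with camera. Their medians on VNP2 against Matrigel were 0.42, −0.39, −0.39 and 0.29 (limma's camera, Benjamini-Hochberg adjusted p = 0.403, 0.894, 0.258 and 0.176; n = 3 and 2; 1, 0, 1 and 1 called adjusted over the list alone, and 0 astrocyte markers at an unadjusted p under 0.05). With fry the pluripotent stem cell markers and the tubulin were past it there (Benjamini-Hochberg adjusted p = 0.0434 and 0.0405 in limma).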
